# Id2 Determines Intestinal Identity through Repression of the Foregut Transcription Factor Irx5

**DOI:** 10.1128/MCB.00250-17

**Published:** 2018-04-16

**Authors:** Kentaro Mori, Harumi Nakamura, Hisanori Kurooka, Hitoshi Miyachi, Kota Tamada, Manabu Sugai, Toru Takumi, Yoshifumi Yokota

**Keywords:** cancer, cell differentiation, cell fate specification, endoderm, gastric mucosa, Id2, intestinal development, intestinal epithelium, Irx transcription factor, tumorigenesis

## Abstract

The cellular components and function of the gastrointestinal epithelium exhibit distinct characteristics depending on the region, e.g., stomach or intestine. How these region-specific epithelial characteristics are generated during development remains poorly understood. Here, we report on the involvement of the helix-loop-helix inhibitor Id2 in establishing the specific characteristics of the intestinal epithelium. *Id2*^−/−^ mice developed tumors in the small intestine. Histological analysis indicated that the intestinal tumors were derived from gastric metaplasia formed in the small intestine during development. Heterotopic *Id2* expression in developing gastric epithelium induced a fate change to intestinal epithelium. Gene expression analysis revealed that foregut-enriched genes encoding Irx3 and Irx5 were highly induced in the midgut of *Id2*^−/−^ embryos, and transgenic mice expressing *Irx5* in the midgut endoderm developed tumors recapitulating the characteristics of *Id2*^−/−^ mice. Altogether, our results demonstrate that Id2 plays a crucial role in the development of regional specificity in the gastrointestinal epithelium.

## INTRODUCTION

The gut tube, consisting of the endoderm and surrounding mesoderm, establishes regional identities along the rostral-caudal axis by embryonic day 8.0 (E8.0) to E9.0 and is subdivided into the foregut, midgut, and hindgut (1). Following morphological differentiation, the pseudostratified endoderm within each domain differentiates into an epithelium with a characteristic morphology and function, e.g., stomach or intestine. Ectopic epithelial tissue sometimes occurs in the gastrointestinal tract, as in Barrett's esophagus, and confers an increased risk of cancer development (2, 3). However, little is known about the mechanisms underlying the formation of ectopic epithelial tissue.

Members of the inhibitor of DNA binding/differentiation (Id) family are negative regulators of transcription factors with a basic helix-loop-helix motif. Four members of the Id family (Id1 to Id4) have been shown to play critical roles in various processes, including angiogenesis, neurogenesis, tumorigenesis, and immune development, by regulating cell differentiation (4, 5). Id proteins not only regulate cell differentiation but also stimulate G_1_/S phase transition in the cell cycle. Increased expression of Id proteins has been reported in various tumor types, including adenocarcinomas arising from the stomach and colon (6, 7). Moreover, transgenic mice expressing *Id1* in the intestinal epithelium develop intestinal tumors (8). These findings suggest that Id proteins are involved in the neoplastic process. However, despite the growth-promoting activity of Id2, *Id2*^−/−^ mice still develop tumors in the small intestine (9).

In this study, we systematically examined the small intestine in *Id2*^−/−^ mice and in transgenic mice expressing the downstream genes for *Iroquois*-related homeobox 3 and 5 (*Irx3* and *Irx5*) to determine the involvement of Id2 in establishing the specific characteristics of the intestinal epithelium. The results of this study will further our understanding of the mechanisms regulating gastrointestinal development and ectopic tissue formation.

## RESULTS

### Development of gastric tumors in *Id2^−/−^* mice.

*Id2*^−/−^ mice developed tumors in the small intestine (9) (Fig. 1A). We found that 96% (*n* = 78/81) of *Id2*^−/−^ mice developed intestinal tumors (see Table S1 in the supplemental material). The frequency of tumor development was independent of age (Fig. 1B). Most tumors were adenomas with different grades or composed of hyperplastic epithelia and were observed in the middle to distal half of the small intestine (Fig. 1C, S1, and S2 and Table S2). The lesions had a clear glandular structure, and cytonuclear atypia was accompanied by increased tumor size (Fig. S1). Histopathological analysis of these lesions revealed that among adenomas of different grades, only an adenocarcinoma with obvious mucosal infiltration was observed. The lesions sometimes resulted in intestinal distortion accompanied by an increase in the size of the adjacent muscularis layer (Fig. 1A and C). Squamous metaplasia was also observed in the small intestine in *Id2*^−/−^ mice (*n* = 11/47) (9) (Fig. 1D). This metaplasia expressed high levels of p63 and cytokeratin 14 (CK14) and was usually localized close to a tumor (10) (Fig. S3). We further analyzed the hyperplastic tumors and adenomas. In the small intestine, the subset of proliferative epithelial cells is restricted to the crypt (11). Although tumor cells usually show high proliferative activity, bromodeoxyuridine (BrdU) labeling revealed negative or low proliferative activity in most tumor cells (Fig. 1E). Although activated Wnt signaling is commonly involved in intestinal tumor development, no β-catenin overexpression or obvious nuclear accumulation was detected by immunohistochemistry (12, 13), and β-catenin expression levels were lower in tumor cells than in adjacent normal epithelial cells (Fig. 1F).

**FIG 1:**
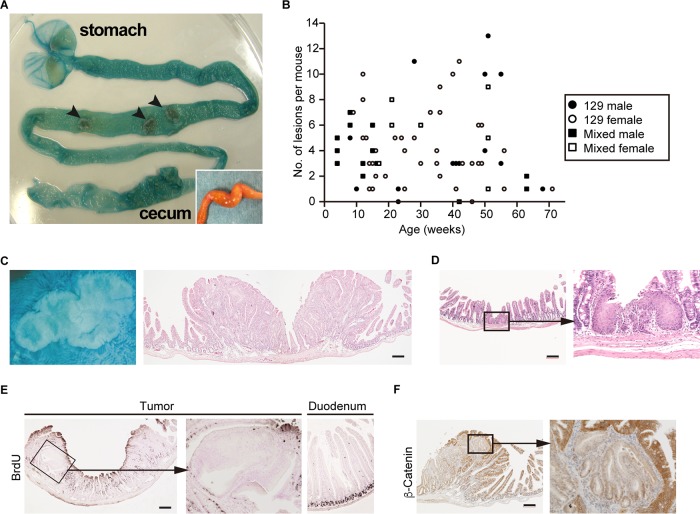
Intestinal tumors in *Id2*^−/−^ mice. (A) Gastrointestinal tract of *Id2*^−/−^ mice at 31 weeks (w) of age. The sample was opened longitudinally and stained with indigo carmine. Arrowheads indicate tumors. The inset shows intestinal distortion in the ileum of an *Id2*^−/−^ mouse. (B) Correlation between age and number of lesions in *Id2*^−/−^ mice. Genetic background and sex of mice are indicated in the box. (C) Macroscopic view (left) and histology (HE staining) (right) of a representative intestinal tumor from an *Id2*^−/−^ mouse (35 w). (D) Squamous epithelium in the small intestine of an *Id2*^−/−^ mouse (42 w). (E) BrdU-labeled tumor cells visualized by immunohistochemistry using BrdU antibody (25 w). In the normal epithelium, proliferative cells were restricted in crypts (right, duodenum). Large parts of tumor cells were low or negative for BrdU incorporation. (F) β-Catenin immunohistochemistry. High-magnification view of boxed region is shown on the right. Scale bars, 200 μm.

The stomach epithelium comprises gastric units subdivided into four distinct zones based on the presence of characteristic cell types (Fig. 2A) (14). Histological examination of the tumors revealed round cells with centrally located nuclei circumvented by intracellular canaliculi, reminiscent of gastric parietal cells that secrete hydrochloride (Fig. 2B). We investigated the expression of H^+^/K^+^-ATPase, a marker for gastric parietal cells, and detected H^+^/K^+^-ATPase-positive cells in the tumors (*n* = 12/58). We also investigated other gastric gland-specific cells. Mucus neck cells, which are located in the neck region and produce acidic mucin in the gastric gland, are labeled by Griffonia simplicifolia II lectin (GSII). Tumor cells in *Id2^−/−^* mice were positive for GSII (*n* = 44/58) (Fig. 2C). These cells were also positive for another marker of mucus neck cells, Tff2 (Fig. S4A). Pepsinogen is only secreted by differentiated gastric chief cells, and immunostaining using pepsinogen II antibody showed that tumors contained gastric chief cells (*n* = 9/58). Furthermore, alcian blue–periodic acid-Schiff (AB-PAS) staining showed the presence of PAS-positive gastric surface mucus cells (pit cells) (*n* = 28/58) (Fig. 2D). These cells were also stained with Muc5AC, a marker of gastric surface mucus cells (Fig. S4B). These gastric cell types were not found in the small intestine of wild-type or *Id2*^+/−^ mice. Regions containing these gastric cell types within tumors were devoid of absorptive enterocytes, goblet cells, and Paneth cells (11) (Fig. 2D and E). Cdx2, a homeodomain-containing transcription factor and specific marker of intestinal epithelial cells, was not detected in tumor epithelium, but positive staining was detected in the adjacent intestinal epithelium (15, 16) (Fig. S4C). Cdx2-negative and -positive epithelia corresponded to those containing AB-positive differentiated goblet cells and PAS-positive gastric surface mucus cells, respectively (Fig. 2F). These findings indicate that the tumors are metaplastic changes. In Fig. 2G, we summarize the results of histological characteristics of tumors (Fig. 2G). Notably, many tumors contained either a single type or 2 or 3 types of gastric cells (Fig. 2H), and no tumors contained all types of gastric cells. Histological analysis using serial sections showed that one type of gastric cells was localized at a specific area within the tumor, while the formation of gastric glandular structures, such as gastric epithelium, was not observed. This suggests that the presence of gastric stem cells in tumors is extremely limited, and tumor cells may originate from gastric progenitor cells committed to a specific lineage. In addition, given that the anterior portion of the rodent stomach is lined with squamous epithelium, the squamous and keratinized epithelia in the small intestine in *Id2*^−/−^ mice were presumably related to foregut endoderm-derived tissue (17).

**FIG 2:**
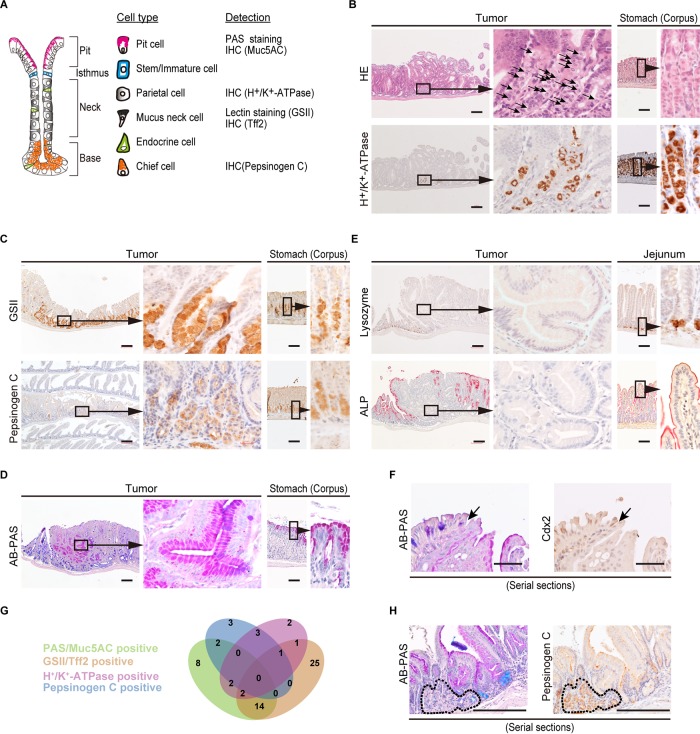
Intestinal tumors in *Id2*^−/−^ mice contained gastric cells. (A) Schematic representation of gastric unit in adult mouse. Gastric unit was subdivided into four regions characterized by the presence of specific cell types. Methods for the detection of each type of gastric cell are shown on the right. IHC, immunohistochemistry. (B, upper) Cells resembling gastric parietal cells in a tumor. (Middle) High-magnification view of boxed region. Arrows indicate cells with centrally located nuclei circumvented by intracellular canaliculus. (Lower) IHC for H^+^/K^+^-ATPase, a marker for gastric parietal cells. The panels on the right show serial sections of normal stomach epithelium stained with HE and anti-H^+^/K^+^-ATPase antibody, respectively. (C, lower) IHC using anti-pepsinogen C antibody to detect gastric chief cells in a tumor. The immunostained section represents Swiss roll of small intestine. (Upper) GSII staining showing gastric mucus neck cells in a tumor. (D) AB-PAS staining of tumor. PAS- and AB-stained gastric surface mucous cells (red) and goblet cells (blue), respectively. (E, upper) IHC using antilysozyme antibody to detect Paneth cells in a tumor. Lysozyme-positive cells are absent at the base of the intestinal tumor but present in adjacent normal intestinal crypts. (Lower) ALP staining of a tumor to detect villus columnar cells. Panels on the right show normal jejunum. (F) Epithelial boundary of the tumor. Sections of a tumor stained with AB-PAS and Cdx2, respectively. Arrows indicate transition between intestinal and gastric epithelia shown in panel D and fig. S4C. (G) Venn diagram of the results of histological analysis. Numbers indicate gastric epithelial cell marker-positive tumor. (H) Immunohistochemical analysis using serial sections. Tumor cells surrounded by a dotted line show the area where pepsinogen C-positive cells are localized. Panels D and E (lower) and Fig. S4C are serial sections. Scale bars, 200 μm.

### Requirement of *Id2* for specification of intestinal identity.

We investigated the timing of heterotopic gastric epithelial formation in the small intestine in *Id2*^−/−^ mice. Gastric surface mucus cells (*n* = 18/18), parietal cells (*n* = 15/18), and chief cells (*n* = 12/18) were already identifiable by E18.5, and CK14-positive stratified squamous cells were also detected in the basal layer (*n* = 15/18) (Fig. 3A). Since tumors are confirmed early postnatally, these observations suggest that these metaplastic cells develop tumors at the early stage.

**FIG 3:**
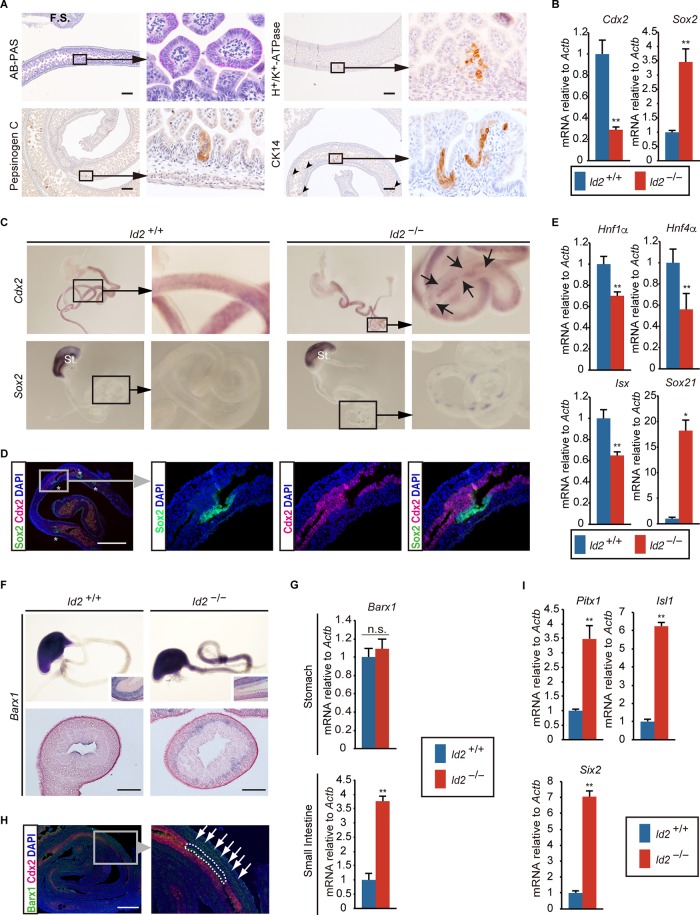
Formation of ectopic gastric epithelium in small intestine during development. (A) E18.5 *Id2*^−/−^ small intestines were stained with AB-PAS and immunostained for H^+^/K^+^-ATPase, pepsinogen C, and CK14. Arrowheads indicate CK14-positive epithelium. F.S., fetal stomach. (B) qRT-PCR analysis of *Cdx2* and *Sox2* in E13.5 *Id2*^−/−^ and wild-type (*Id2*^+/+^) midgut. Genotypes (*Id2*^+/+^ and *Id2*^−/−^) are indicated by blue-black and red, respectively (*n* = 6). Mean wild-type expression levels were set to 1. (C, upper) *Cdx2* expression. Arrows indicate local regions defective for *Cdx2* expression. (Lower) *Sox2* expression. *Sox2* was normally expressed in the developing stomach epithelium and also detected in the small intestine of *Id2*^−/−^ mice in a dot-like pattern. St., stomach. (D) Coimmunostaining for Sox2 (green) and Cdx2 (magenta) in E14.5 *Id2*^−/−^ small intestine. Panels on the left and right show merged images. Nuclei were counterstained using DAPI (blue). (E) qRT-PCR analysis of Cdx2 target genes (*Hnf1α*, *Hnf4α*, and *Isx*) and Sox2 target gene (*Sox21*) in E13.5 small intestine (*n* = 6). (F) Whole-mount ISH for *Barx1* in E14.5 gastrointestinal tract. (Upper, inset) Stomach section of embryo by each genotype shows *Barx1* expression in the mesenchyme. (Lower) Intestinal section shows ectopic *Barx1* expression in the mesenchyme. n.s., not significant. (G) qRT-PCR analysis of *Barx1* in E13.5 stomach and small intestine (*n* = 6). (H) Coimmunostaining for Barx1 (green) and Cdx2 (magenta) in E14.5 *Id2*^−/−^ small intestine. A high-magnification image of the boxed region is shown in the lower panel. Dashed circles indicate endoderm lacking Cdx2 expression. Arrows indicate mesenchyme ectopically expressing Barx1. (I) qRT-PCR analysis for *Barx1* target genes (*Pitx1*, *Isl1*, and *Six2*) in E13.5 small intestine (*n* = 6). *, *P* < 0.05; **, *P* < 0.01. Scale bars: 200 μm (A), 50 μm (D), and 100 μm (F).

Cdx2 and Sox2 have been shown to play important roles in establishing the identity of gastric and intestinal epithelial cells, respectively. *Cdx2* deficiency causes heterotopic esophageal and/or gastric epithelial cell formation in the small intestine, while ectopic expression of *Sox2*, a foregut endoderm-enriched transcription factor, in the developing intestinal endoderm induces gastric epithelium formation (10, 18–22). We therefore examined *Cdx2* and *Sox2* expression in the developing small intestine in *Id2*^−/−^ embryos. Quantitative reverse-transcription PCR (qRT-PCR) revealed significantly reduced *Cdx2* expression in the midgut of E13.5 *Id2*^−/−^ embryos, whereas *Sox2* expression was markedly increased (Fig. 3B). We examined the *Cdx2* and *Sox2* expression patterns at E14.5 by whole-mount *in situ* hybridization (ISH). Although *Cdx2* expression was observed throughout the midgut endoderm in *Id2*^−/−^ embryos, similar to the wild type, *Cdx2*-negative regions were observed in the midgut endoderm of *Id2*^−/−^ embryos (Fig. 3C), in accordance with discontinuous *Cdx2* expression in the epithelium of intestinal tumors in *Id2*^−/−^ adult mice (Fig. 2F). *Sox2* expression was observed in the foregut endoderm in *Id2*^−/−^ embryos, similar to the wild type, while *Sox2*-positive epithelial spots were detected in the midgut of *Id2*^−/−^ mouse embryos (Fig. 3C). In addition, immunohistochemical examination of E12.5 *Id2*^−/−^ midgut revealed mutually exclusive *Sox2* and *Cdx2* expression patterns in the developing endoderm (Fig. 3D). Alterations in the expression patterns of these regionally restricted genes were associated with a decrease in Cdx2 target genes (*Hnf1α*, *Hnf4α*, and *Isx*) and an increase in Sox2 and its target gene (*Sox21*) in the developing midgut endoderm (19, 23) (Fig. 3E). We additionally examined the expression pattern of the transcription factor *Barx1*, which is expressed in the developing stomach mesenchyme and is essential for normal gastric epithelium development (24, 25). In *Id2*^−/−^ mouse embryos, *Barx1* expression levels and expression pattern in the stomach were similar to those in the wild type (Fig. 3F and G). In contrast to gastric mesenchyme-restricted expression in the wild-type gut, *Barx1* expression extended into the intestinal mesenchyme in *Id2*^−/−^ mouse embryos at E14.5, indicating that *Id2*^−/−^ mouse intestine assumed gastric characteristics (Fig. 3F and G). In contrast to the heterotopic expression patterns of *Cdx2* and *Sox2*, *Barx1* expression was not restricted to the mid-to-distal region of the developing small intestine. Immunohistochemical examination showed that *Barx1* expression in the intestinal mesenchyme was higher adjacent to the Cdx2-negative epithelium than with mesenchyme adjacent to Cdx2-positive epithelium (Fig. 3H). qRT-PCR confirmed *Barx1* expression in the developing small intestine, together with an increase in expression of its target genes (*Pitx1*, *Isl1*, and *Six2*) in *Id2*^−/−^ embryos (Fig. 3G and I) (26). In this developmental stage, Id2 expression is higher in endoderm than mesenchyme (27). To clarify whether heterotopic Barx1 expression in the intestinal mesenchyme was induced by *Id2*-deficient endoderm, we performed *in vitro* reconstitution analysis using the endoderm and mesenchyme isolated from *Id2*^−/−^ and wild-type embryos (Fig. S5A to C). RT-PCR analysis revealed that Barx1 was strongly induced in the mesenchyme cultured with *Id2*-deficient endoderm (Fig. S5D). This suggests that mesenchymal Barx1 expression is regulated by the adjacent endoderm, and that the *Id2*-deficient midgut endoderm has foregut endoderm characteristics. Furthermore, we investigated whether mesenchymal Barx1 expression is involved in the decrease in endodermal Cdx2 expression. qRT-PCR revealed no change in Cdx2 expression in the wild-type endoderm cocultured with *Id2*^−/−^ mesenchyme (Fig. S5E). These observations are consistent with the results of Jayewickreme and Shivdasani, who showed that heterotropic expression of Barx1 in the mesenchyme of the small intestine does not affect epithelial Cdx2 expression (26).

### BMP-Smad signaling is not involved in heterotopic gastric epithelial development in *Id2*^−/−^ mice.

Bone morphogenetic protein (BMP) signaling is known as one of the most important mechanisms in regionally restricted gastrointestinal epithelium development, and Id family members are typical BMP targets in various cell types (28–31). We investigated whether *Id2* deficiency affects BMP-Smad signaling in the developing gastrointestinal tract. qRT-PCR analysis revealed no obvious change in the expression of BMP-Smad signaling components, which were highly expressed in the developing endoderm (Fig. S6A) (29, 32). Western blotting indicated that phosphorylated Smad1/5/8 levels in the *Id2*^−/−^ midgut were nearly the same as those in the wild type (Fig. S6B). Furthermore, immunohistochemistry analysis showed that phosphorylated Smad-1/5/8 levels in the Cdx2-negative endoderm were similar to those in the adjacent Cdx2-positive endoderm (Fig. S6C). These results suggest that Id2 deficiency does not affect BMP-Smad signaling. Id1, a member of the Id family, is also a target of BMP-Smad signaling and is known to be expressed in the endoderm (8, 29). Interestingly, the expression of Id1 and other BMP-Smad signaling targets (*Msx1* and *Msx2*) was significantly increased in the *Id2*^−/−^ midgut (Fig. S6B and C). These results suggest the presence of another transcriptional regulatory mechanism that compensates for *Id2* deficiency in the endoderm, and Id1 may function to establish intestinal identity similar to that of Id2.

### Wnt signaling is attenuated in *Id2*^−/−^ mice in the late stage of development of small intestine.

During development of the gastrointestinal tract, it is well established that spatiotemporal Wnt signaling activities play essential roles in regionally specific epithelial development (24, 33, 34). In the midgut region, Wnt signaling was observed prior to gut tube formation and after the intestinal epithelial fate specification stage. In the developing stomach, Barx1 inhibits Wnt signaling by inducing the Wnt antagonists Sfrp1 and Sfrp2 during stomach epithelial cell differentiation (24). In the developing small intestine, canonical Wnt signaling activity is observed in the epithelium of premature intestinal villi after E16 (24, 34). To examine whether Wnt signaling is attenuated in the developing small intestine of *Id2*^−/−^, we examined Wnt signaling in TOP-GAL reporter mice, which express Escherichia coli β-galactosidase (LacZ) under the control of Tcf/Lef-responsive DNA sequences (34, 35). Remarkably, TOP-GAL reporter activity was significantly decreased in the mid-to-distal region of *Id2*^−/−^ mouse embryos (Fig. 4A and B). At this stage, *Sfrp1* and *Sfrp2* expression levels were significantly higher in the small intestine of *Id2*^−/−^ mice than in wild-type mice (Fig. 4C). In addition to widespread reduction in Wnt signaling, regions where TOP-GAL reporter activity was completely lacking were detected (Fig. 4D). These regions were positive for gastric epithelial cell markers (Fig. 4E). These results indicate that *Id2* deficiency causes widespread reduction of Wnt signaling after midgestation and support the hypothesis that suppression of Wnt signaling is required for stomach epithelial development (24).

**FIG 4:**
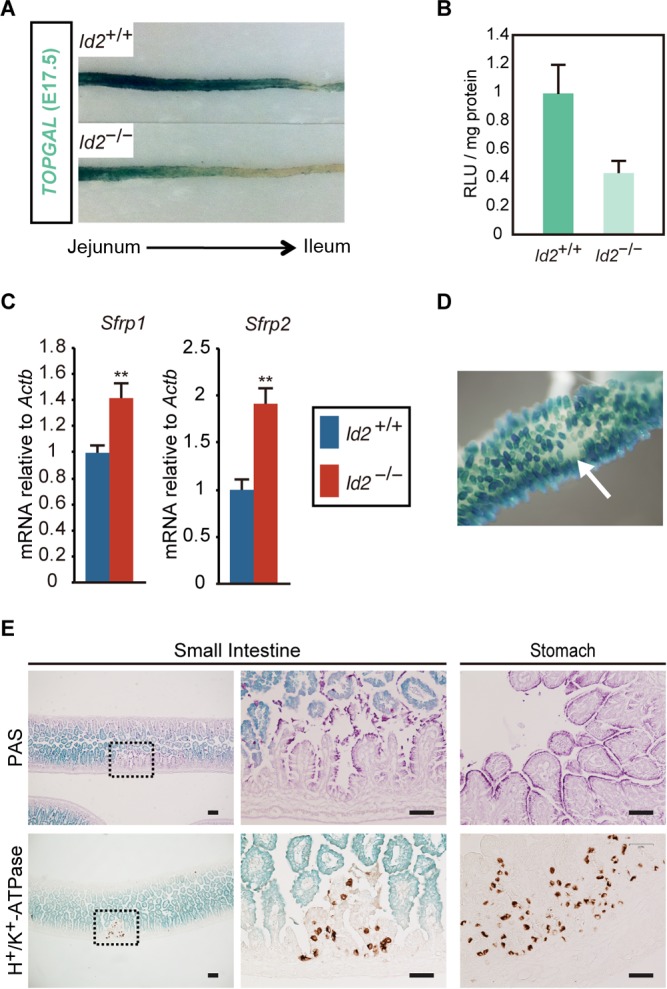
Wnt signaling is attenuated in the developing *Id2*^−/−^ small intestine. (A) β-Galactosidase staining of small intestine from E17.5 *Id2*^+/+^ and *Id2*^−/−^ embryo harboring TOP-GAL reporter (*Id2*/TOP-GAL). Tissues were dissected longitudinally, and β-galactosidase (β-gal) activity was detected. The image represents epithelial surface of small intestine between the jejunum and ileum. (B) Quantification of β-gal activities of small intestine *Id2*/TOP-GAL embryo. RLU, relative light units. (C) qRT-PCR analysis of *Sfrp1* and *Sfrp2* expression in E16.5 small intestine of *Id2*^−/−^ embryo (*n* = 5). (D) The spot disappearance of β-gal activity in E17.5 small intestine of *Id2*^−/−^/TOP-GAL embryo. The arrowhead indicates an epithelial region lacking β-gal activity (*n* = 4). (E) Histological analysis of E18.5 *Id2*^−/−^/TOP-GAL small intestine. (Upper, left) PAS staining. (Upper, middle) High-magnification image of boxed region shown on the left. (Upper, right) PAS staining of E18.5 *Id2*^−/−^/TOP-GAL stomach tissue. (Lower, left) IHC for H^+^/K^+^-ATPase. (Lower, middle) High-magnification image of boxed region shown on the left. (Lower, right) H^+^/K^+^-ATPase of E18.5 *Id2*^−/−^/TOP-GAL stomach tissue. **, *P* < 0.01. Scale bars, 50 μm.

Overall, these findings suggest that Id2 is involved in establishing intestinal identity during embryogenesis, probably through epithelial-mesenchymal interactions that are essential for proper organ development (1, 17, 19, 24).

### Effect of ectopic *Id2* on fate of foregut endoderm.

During development, *Id2* expression was high in the intestinal epithelium but barely detectable in the stomach (Fig. 5A) (27). To examine the effect of ectopic *Id2* expression in the developing gastric epithelium, we retrovirally transduced *Id2* into E13.5 stomach epithelium and allowed its further development under the renal capsule in syngeneic mice (Fig. 5B). Immunohistochemical and histochemical analyses revealed that engrafted *Id2*-transduced tissues contained epithelial cells that were positive for Cdx2 expression and AB staining (*n* = 14/26) (Fig. 5C), suggesting that *Id2* expression induced intestinal differentiation in the gastric epithelium. In addition, ISH demonstrated that *Barx1* expression was absent from the mesenchyme surrounding the heterotopic intestinal epithelium, although other regions of the engrafted stomach mesenchyme retained *Barx1* expression (Fig. 5D). Intestinal epithelial cells and *Barx1*-negative mesenchymal regions were not observed in control grafts. qRT-PCR analysis confirmed the reduction of *Barx1* expression in the Id2-expressing stomach (Fig. 5E). Consistent with these findings, RT-PCR revealed that intestine-specific transcripts, including *Cdx1*, *Cdx2*, *Muc2*, *Fabp2*, and *Defa1*, were expressed in *Id2*-transduced grafts but not in controls (Fig. 5F). In the developing stomach, the foregut mesenchyme expresses Id2 (Fig. 5A) (27). To assess the role of mesenchymal Id2 in stomach epithelial cell fate conversion, we retrovirally transduced *Id2* into E13.5 *Id2*^−/−^ stomach epithelium (Fig. S7A). Immunohistochemical and histochemical analyses revealed that the engrafted *Id2*-transduced *Id2*^−/−^ stomach contained epithelial cells that were positive for Cdx2 expression and AB staining (*n* = 3/5) (Fig. S7B). qRT-PCR analysis revealed reduced *Barx1* expression in the Id2-expressing *Id2*^−/−^ stomach (Fig. S7C). Furthermore, RT-PCR analysis revealed that intestine-specific transcripts were also expressed in *Id2*-transduced *Id2*^−/−^ grafts (Fig. S7D).

**FIG 5:**
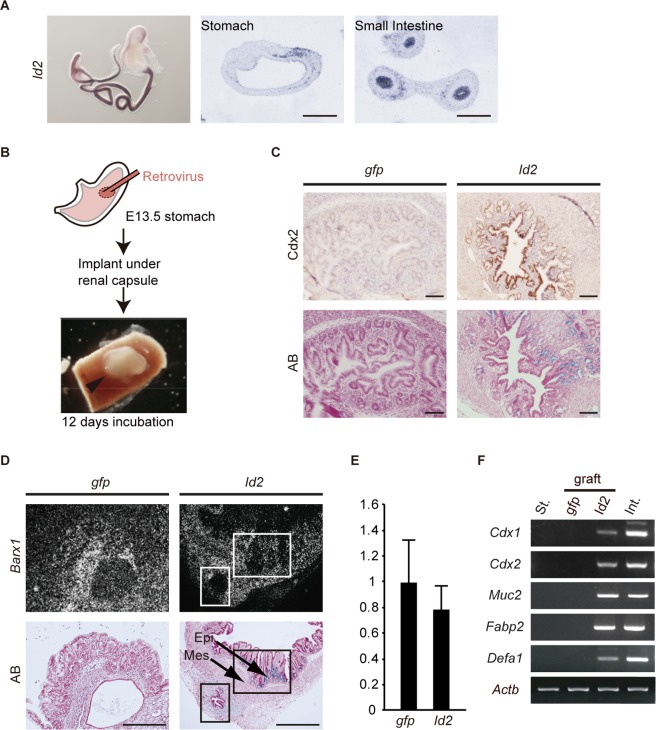
Ectopic *Id2* expression induced intestinal epithelial cells in the developing stomach. (A) Id2 expression in the developing gastrointestinal tract. Whole-mount ISH (left) and ISH of sections (middle and right) for *Id2* at E12.5. (B) Experimental strategy for ectopic *Id2* expression in embryonic stomach. The arrowhead indicates the recovered stomach. (C) Immunohistochemistry of recovered stomachs. Left and right panels are serial sections. Transduced genes are indicated at the top. Induced intestinal epithelial cells were positive for Cdx2 (brown). AB stained goblet cells blue. (D) ISH of recovered stomachs. Upper and lower panels show dark-field views of ISH and AB staining, respectively. Transduced genes are indicated at the top. Boxes indicate regions in which *Barx1* was absent from the mesenchyme adjacent to the epithelium containing AB-positive goblet cells. Epi, epithelium; Mes, mesenchyme. (E) qRT-PCR analysis for Barx1 in graft (*n* = 4). (F) RT-PCR analysis of recovered stomachs. St., wild-type stomach at E18.5; *gfp*, stomach transduced with EGFP cDNA; *Id2*, stomach transduced with *Id2* cDNA; Int., wild-type small intestine at E18.5; graft, engrafted tissues. *Actb* served as an internal control. Scale bars: 50 μm (A) and 100 μm (C and D).

Altogether, these results indicate that Id2 converted the fate of the developing stomach to that of the intestine, in both the epithelium and adjacent mesenchyme, and suggest that loss of epithelial *Id2* expression is required for stomach-specific development.

### Role of *Id2* in repression of foregut gene expression in the midgut.

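RNA of the distal midgut at E13.5, the segment of Fig. 6A, was measured in 3 *Id2*+/+ and 3 *Id2*-/- samples, with 1 single-color array per sample, and the labels describe the embryos as littermates. Nothing in the paper or the labels says whether a sample is a single embryo, so the p-values measure the spread between these samples. Each array carries 33012 probes, of which 14411 are named here with a single gene symbol, 247 with several and 18354 with none. The authors divided the signals of each array by a constant that equals the median signal of its unflagged spots, which lay between 708 and 1010.4. The signal-to-noise value was at least 3, referred to below as above background, for 15830, 14560 and 14497 probes on the *Id2*+/+ arrays numbered 1, 2 and 3 and for 16539, 13890 and 14365 probes on the *Id2*-/- arrays. A probe was tested when it was unflagged on all 6 arrays and above background on all 3 arrays of at least one genotype, which left 12741 probes, 7547 of them named, for 7322 genes. Values are log2 of the median-normalized signal, and differences are *Id2*-/- minus *Id2*+/+. The targeted gene was not analysed here, so the genotypes rest on the labels. The arrays numbered 1 stood apart from the others in both genotypes. Their signals correlated at r = 0.984 with each other across probes and at 0.909 to 0.931 with the other 4 arrays, which correlated at 0.979 to 0.988 among themselves. Same-numbered arrays deviated together from their genotype means, and each result was therefore also fitted with the array number as a block. The median difference over all tested probes was 0.35, -0.04 and -0.19 in the pairs of arrays numbered 1, 2 and 3. Pair values below were not corrected for it. In limma with Benjamini-Hochberg adjustment, 0 probes were higher and 0 lower without the block, against 234 at an unadjusted p under 0.05 where chance gives 637 for unrelated arrays. As same-numbered arrays deviated together, 234 does not show fewer differences than chance. With the array number as a block, 879 probes had an unadjusted p under 0.05 in limma. The replicate block gave 135 higher and 143 lower probes, and 0 once quantile normalization was added, an alternative chosen after the data were examined. The small number of arrays limits the precision of every value.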

To understand the mechanisms underlying Id2-mediated fate control of the developing digestive tract, we analyzed gene expression using microarrays in the small intestine of E13.5 *Id2*^−/−^ embryos (Fig. 6A and Table S3). Expression levels of several foregut/midgut-enriched genes were altered in *Id2*^−/−^ embryos (Fig. 6B). 

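The 5 genes of midgut endoderm in Fig. 6B had lower signals on the *Id2*-/- arrays. Of its 4 genes of foregut endoderm, *Foxa2* and *Adcy8*, the 2 with a tested probe of that name, had higher ones. *Sult1d1*, which encodes a cytosolic sulfotransferase, had a log2 signal of 3.23 ± 0.68 (SD, n = 3) in *Id2*+/+ and 0.92 ± 0.75 (SD, n = 3) in *Id2*-/- samples. *Spink1*, the trypsin inhibitor gene that the paper calls *Spink3*, differed by -2.29 on the log2 scale (standard error 0.55). The log2 difference was -2.13 for *Anxa13*, which encodes an annexin of epithelial cells, -2.03 for *Muc13*, which encodes a transmembrane mucin, and -1.61 for *Fabp1*, which encodes a fatty acid-binding protein of liver and intestine. Each of these 5 genes was lower in all 3 pairs of same-numbered arrays. Without the *Id2*+/+ array numbered 1 the difference was -3.05 for *Anxa13* and -2.89 for *Muc13*, and without the *Id2*+/+ array numbered 3 it was -1.48 for *Anxa13*. In the pairs numbered 1, 2 and 3 *Anxa13* differed by -1.35, -2.54 and -2.49 and *Muc13* by -1.47, -2.44 and -2.19. A fit without 1 array keeps its same-numbered partner in the other genotype, so differences between array numbers enter its values. *Foxa2*, which encodes a forkhead factor of the endoderm, was above background on no *Id2*+/+ array and on all 3 *Id2*-/- arrays, and was 4.26-fold higher. Values given below as at least N-fold count a signal below background at its measured level, unless the array's lowest signal above background was higher. They are therefore not strict lower limits, and for *Foxa2* the value equals the plain ratio. *Adcy8*, which encodes an adenylyl cyclase, was higher by 2.83 on the log2 scale (standard error 0.49). The probe named *Krt15*, which encodes a keratin, differed by 0.25 with a positive difference in all 3 pairs. It was above background on 1 *Id2*+/+ and 2 *Id2*-/- arrays and was not tested, and whether the paper's value comes from it is not certain. *Cym* has no probe of that name here and was not analysed.
Of 45 genes of the intestinal epithelium, 19 were measured, and 5 of these are in Table S3, which the study chose on these samples and which is not independent evidence of direction. Without the block limma called 0 of the 19 (3 when adjusted over the list alone), and with it 6 were lower and 1 was higher. The gene that was higher, *Anpep*, encodes aminopeptidase N of the brush border and differed by 1.46 (adjusted p = 2.22e-05 from limma with the block). The list lay lower by camera (adjusted p = 1.44e-12), but not with an estimated correlation (adjusted p = 0.207). Its median difference was 0.44, -0.88 and -0.96 in the pairs numbered 1, 2 and 3. Without the genes of Table S3 the 14 remaining members had a median of -0.44 (camera adjusted p = 0.00189, and adjusted p = 0.461 with an estimated correlation). The 17 measured pan-epithelial genes moved with the list, with medians of 0.43, -0.52 and -0.85 in the same pairs. For them the camera adjusted p was 2.06e-06, and the adjusted p with an estimated correlation was 0.341. Of the 17, limma called 0 without the block (0 when adjusted over the list alone) and 1 lower with it. *Cdx2*, the intestinal homeobox gene, differed by 0.53, -0.64 and -1.08 in the pairs (adjusted p = 1.00 from limma with and without the block). *Sult1d1*, *Spink1*, *Anxa13*, *Muc13*, *Fabp1*, *Foxa2* and *Adcy8* each failed the adjusted test of limma without the block, with adjusted p from 0.598 for *Foxa2* to 1.00, and passed with it, the largest adjusted p being 1.29e-06 for *Fabp1*. None of them passed with the block and quantile normalization together, where the log2 differences were -2.24 for *Sult1d1*, -2.30 for *Spink1*, -2.03 for *Anxa13*, -1.89 for *Muc13*, -1.58 for *Fabp1* and 2.85 for *Adcy8*.

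**Figure D1:**
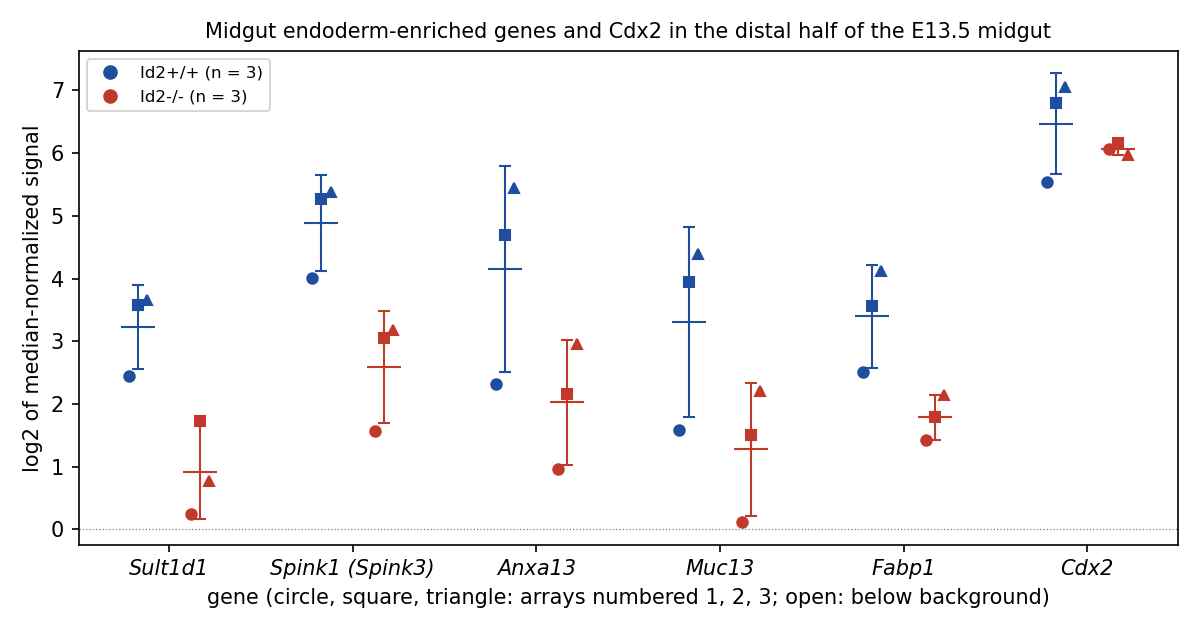
Log2 median-normalized signal (vertical axis) of *Sult1d1*, *Spink1*, *Anxa13*, *Muc13*, *Fabp1* and *Cdx2* on the 3 *Id2*+/+ and 3 *Id2*-/- arrays, with points for the arrays numbered 1, 2 and 3, horizontal bars for means and error bars for the SD. The means of *Sult1d1* are 3.23 and 0.92, and the point of the array numbered 1 is the lowest of its genotype for each of the first 5 genes.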

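The 3 measured liver genes that are in Table S3, *Kynu*, *Slc27a2* and *Fabp1*, had lower signals on the *Id2*-/- arrays, and genes of the pancreas went both ways. *Kynu*, which encodes kynureninase of tryptophan breakdown, was above background on all 3 *Id2*+/+ arrays and on no *Id2*-/- array, and was at least 4.18-fold lower. *Slc27a2*, which encodes a fatty acid transport protein, was at least 2.48-fold lower in the same way. *Clps*, which encodes pancreatic colipase, had a log2 signal of -0.24 ± 0.95 (SD, n = 3) in *Id2*+/+ samples, where it was above background on 1 array, and 1.37 ± 0.03 (SD, n = 3) in *Id2*-/- samples. *Pnliprp2*, a pancreatic lipase-related gene, differed by 1.72, -0.10 and 1.36 in the pairs numbered 1, 2 and 3.
Of 30 genes of the liver, 9 were measured, and 3 of these are in Table S3. Limma called 0 of the 9 without the block (4 when adjusted over the list alone), and 0 higher and 3 lower with the block. The list lay lower by camera (adjusted p = 3.31e-18), with an estimated correlation (adjusted p = 0.0112) and by fry (adjusted p = 0.0212). With the block the call was lost with an estimated correlation (adjusted p = 0.245) and by fry (adjusted p = 0.313). The median difference of the liver list was -0.15, -1.01 and -0.94 in the pairs numbered 1, 2 and 3. That of the pan-epithelial genes was 0.43, -0.52 and -0.85. Whether a change in the amount of epithelium lowered the liver list was not tested. Without the genes of Table S3 the 6 remaining members had a median difference of -0.46 (camera adjusted p = 8.26e-06, and adjusted p = 0.207 with an estimated correlation). *Afp*, which encodes alpha-fetoprotein, differed by -0.55 and *Ttr*, which encodes transthyretin, by -0.25, and neither passed a test. Of 36 genes of the pancreas, 10 were measured. Limma called 0 of them without the block (2 when adjusted over the list alone), and 3 higher and 1 lower with it. The 1 lower gene was *Spink1*. Camera gave an adjusted p of 0.116 and fry 0.0469 for the list, whose median was 0.29, and with the block fry gave an adjusted p of 0.579. Without *Spink1*, which is in Table S3, the 9 remaining members had a median of 0.34 (camera adjusted p = 0.00207, and adjusted p = 0.207 with an estimated correlation). *Cpa1*, which encodes carboxypeptidase A1 of the acinar cell, was at 4.02 on the *Id2*+/+ array numbered 1 and at 2.53 on the *Id2*-/- array numbered 2, against 0.13 to 0.59 on the other arrays.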

Genes that varied in *Id2*^−/−^ embryos also contained genes highly expressed in the pancreas and liver. In Id2 mice, however, there was no significant change in the histology of the pancreas or liver. 

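The Iroquois homeobox genes *Irx5* and *Irx3* had higher signals on each *Id2*-/- array than on each *Id2*+/+ array. *Irx5* was at least 8.25-fold higher, and *Irx3*, which was above background on 1 *Id2*+/+ array and all 3 *Id2*-/- arrays, was 3.32-fold higher. For *Irx5* this was at least 5.41-fold without the *Id2*+/+ array numbered 1 and its log2 difference was 1.94 with an offset of 50% of the median. The log2 difference of *Irx3* was 1.73 (standard error 0.32), with 1.67, 1.31 and 2.21 in the pairs of same-numbered arrays. That of *Irx5* was 3.09, but this value and every p-value of *Irx5* rest on *Id2*+/+ signals that were all below background. The 8.25-fold value rests largely on the same signals and is not a strict lower limit. Of the 6 Iroquois genes, these 2 were measured. *Irx6*, which lies in the same cluster, was above background on no array. Among the protein-coding genes on either side of the cluster that have a named probe, *Aktip* differed by 0.17, *Mmp2* by 0.35 and *Lpcat2* by -0.67, and none of the 3 passed limma with or without the block. *Fto*, *Rpgrip1l* and *Slc6a2* were not above background on all 3 arrays of a genotype and were not tested. Without the block neither Irx gene passed the adjusted test of limma (adjusted p = 1.00 for *Irx5* and 0.885 for *Irx3*). With the block the adjusted p was 3.56e-25 for *Irx5* and 1.14e-07 for *Irx3*, from a model in which all probes share a single standard error of 0.27. With the block and quantile normalization it was 0.242 and 0.363, at nearly the same log2 differences of 3.08 and 1.72 and with 2.24 prior degrees of freedom in place of an infinite number. An exact permutation test of 3 against 3 arrays cannot give a two-sided p under 0.1.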

We focused on *Irx3* and *Irx5*, members of the *Iroquois* homeobox gene family, which are known to be involved in organ patterning and specification. Their expression is normally restricted to the foregut endoderm in the developing gastrointestinal tract (36–38). qRT-PCR revealed that *Irx3* and *Irx5* expression levels were 8.7- and 26.4-fold higher, respectively, in E13.5 *Id2*^−/−^ intestine than in controls (Fig. 6C). Although *Irx3* and *Irx5* were restricted to the foregut epithelium in wild-type embryos, whole-mount ISH at E14.5 confirmed ectopic expression in the small intestine of *Id2*^−/−^ embryos (Fig. 6D). Furthermore, *Id2*^−/−^ mice crossed with *Irx5*^+/EGFP^ reporter mice, which express enhanced green fluorescent protein (EGFP) under the control of the *Irx5* promoter, showed ectopic EGFP expression in the midgut endoderm (Fig. 6E). These results suggest that Id2 suppresses foregut-restricted gene expression during small intestine development.

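*Sox2*, which encodes a transcription factor of the foregut endoderm, was 0.58 higher on the log2 scale in *Id2*-/- samples, at 3.62 ± 0.32 against 3.04 ± 0.28 (SD, n = 3), with a positive difference in all 3 pairs. It did not pass limma without the block (adjusted p = 1.00) or with it (adjusted p = 0.592). *Sox21*, a related factor, was above background on no *Id2*+/+ array and on 2 *Id2*-/- arrays, and was not tested. Of 30 genes of the stomach epithelium, 7 were measured, and 5 of these are in Table S3. With the block 4 were higher and 1 was lower, and without it 0 were called (4 when adjusted over the list alone). The 1 lower gene, *Foxq1*, encodes a forkhead factor and differed by -1.26, with -1.22, -1.34 and -1.20 in the pairs numbered 1, 2 and 3. It was at -1.97 without the *Id2*+/+ array numbered 1 and at -0.56 without the *Id2*-/- array numbered 1. Each of these fits keeps the other array numbered 1, so the shift of the number 1 arrays enters both values. The list lay higher by camera (adjusted p = 4.07e-14), with an estimated correlation (adjusted p = 0.0112) and by fry (adjusted p = 0.00561). With the block the call was lost with an estimated correlation (adjusted p = 0.122) and kept by fry (adjusted p = 0.0304). Only 2 of its members lie outside Table S3, so no separate test was made. Genes of the stomach mesenchyme did not move as a group. Of 12, 8 were measured, with a median difference of 0.14 (camera adjusted p = 0.626), and 0 were called with or without the block (0 when adjusted over the list alone). *Barx1* differed by -0.09, *Pitx1* by 0.16 and *Isl1* by 0.11. From the higher expression of the foregut genes *Irx3* and *Irx5* in the *Id2*-/- intestine by several assays, the paper proposes that *Id2* holds down foregut-restricted genes while the small intestine develops.

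**Figure D2:**
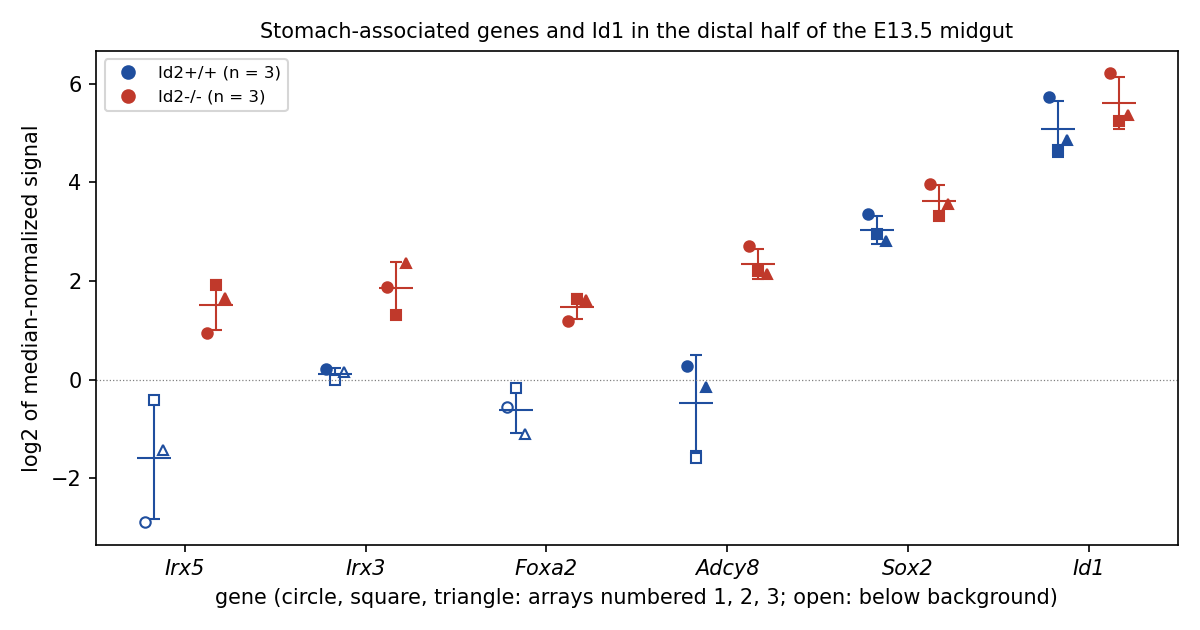
Log2 median-normalized signal (vertical axis) of *Irx5*, *Irx3*, *Foxa2*, *Adcy8*, *Sox2* and *Id1* on the 3 *Id2*+/+ and 3 *Id2*-/- arrays, with points for the arrays numbered 1, 2 and 3, horizontal bars for means, error bars for the SD and open points below background. The means of *Sox2* are 3.04 and 3.62, and the 3 *Id2*+/+ points of *Irx5* are open.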

**FIG 6:**
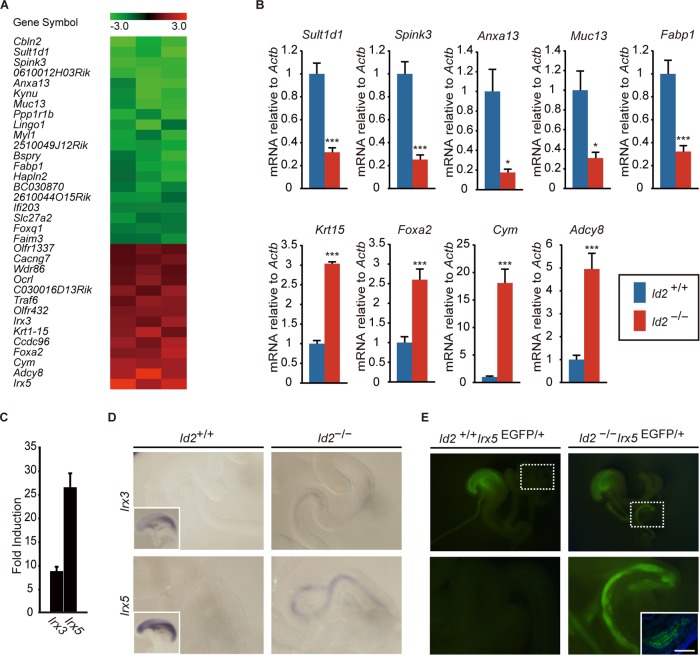
Gene expression in developing small intestine of *Id2*^−/−^ embryos. (A) Heatmap of genes showing at least 2-fold differential expression in the distal half of the small intestine in *Id2* wild-type (*Id2*^+/+^) and *Id2*-deficient (*Id2*^−/−^) mouse embryos at E13.5 (*n* = 3). Fold changes (*Id2*^+/+^/*Id2*^−/−^) of normalized signal values were converted into log_2_ ratios. The color scale at the top of the heatmap is log based. (B) qRT-PCR analysis of gene expression in E13.5 intestine. Genes known to exhibit region-dependent expression were examined and compared between *Id2*^+/+^ and *Id2*^−/−^ mice. Midgut endoderm-enriched genes (*Sult1d1*, *Spink3*, *Anxa13*, *Muc13*, and *Fabp1*) were markedly decreased in *Id2*^−/−^ embryonic intestines. In contrast, genes normally expressed in the foregut endoderm (*Krt15*, *Foxa2*, *Cym*, and *Adcy8*) were increased in *Id2*^−/−^ embryonic intestines. *, *P* < 0.05; ***, *P* < 0.005; *n* = 6 per genotype. (C) qRT-PCR analysis of *Irx3* and *Irx5* in E13.5 small intestine. Expression levels in *Id2*^−/−^ mice compared with *Id2*^+/+^ mice are shown as fold induction (*n* = 6 per genotype). Error bars show SEM. (D) Whole-mount ISH for *Irx3* and *Irx5* in E14.5 small intestine. Insets in the left panel show esophagus and stomach regions. (E) EGFP expression in the gastrointestinal tract of E14.5 *Id2*^−/−^ *Irx5*^EGFP/+^ embryo. High-magnification views of the dashed boxed regions are shown in the respective lower panels. The inset shows immunostaining for EGFP. Scale bar, 50 μm.

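Between the genotype means, 89 probes were at least 2-fold higher and 109 at least 2-fold lower in the *Id2*-/- midgut, and these include, by the brightest tested probe of each gene, 45 named genes that were higher and 59 that were lower. At least 2-fold in the same direction in each of the 3 same-numbered pairs were 16 probes that were higher and 25 that were lower, with 8 and 14 named genes by the brightest probe and 9 and 15 by any tested probe, which adds *Traf6* and *Myl1*. All of these genes are in Table S3, and 0 lie outside it. The higher genes included *Ccdc96*, at least 4.16-fold, *Olfr432*, an olfactory receptor gene, at least 2.38-fold, and *Cacng7*, which encodes a calcium channel subunit, at least 2.34-fold. The lower genes included *Cbln2*, which encodes a cerebellin secreted at synapses, at -2.37 (standard error 0.59), *Ppp1r1b*, which encodes a phosphatase inhibitor, at -1.91 (standard error 0.56), *Lingo1* at -1.78 (standard error 0.62) and *Bspry*, at least 3.21-fold. *Cbln2* was at -1.74 without the *Id2*-/- array numbered 1, and *Lingo1* at -1.07 without the *Id2*+/+ array numbered 2. *Ppp1r1b* and *Lingo1* were above background on 1 *Id2*-/- array each and *Cbln2* on 2, so these differences rest partly on signals below background. Of the 34 genes of Table S3, 26 were matched to a named probe and 25 had a tested probe. Among the 16 measured lower genes of the table 14 passed limma with the block, and among the 9 measured higher genes 8 did; without the block 0 did (14 and 8 when adjusted over each list alone). As the study chose the table on these samples, these counts are not independent evidence. With the signal-to-noise limit applied to all 6 arrays, 45 probes remained at 2-fold between the means and 11 in each pair. A probe that is dim in one genotype, such as those of *Irx5* and *Foxa2*, is lost under that limit. The 2-fold counts carry no error of their own, and with any of the 6 arrays left out the count of 198 became 360 to 801, the highest without the *Id2*+/+ array numbered 1. The same-numbered partner of the array left out stays, so differences between array numbers enter these counts. The balance of directions turned without the *Id2*-/- array numbered 2 (356 higher and 135 lower) or 3 (305 and 151), with the methods' t-test added it was 34 and 32, and by the mean of the 3 same-numbered ratios, chosen after the data were examined, 53 and 179.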

### Gastric tumor development in the small intestine in *Irx5* transgenic mice.

To determine if the Irx transcription factor is involved in ectopic gastric epithelial cell development, we generated transgenic mice expressing *Irx5* cDNA (*Irx5*-Tg) under the control of the villin promoter (39) (Fig. 7A). Immunohistochemistry and qRT-PCR confirmed Irx5 expression in the developing small intestine, with expression levels comparable to those of *Id2*^−/−^ embryos (23.3-fold) (Fig. S5). We found that 16% (*n* = 11/68) of *Irx5*-Tg mice older than 50 weeks developed a total of 13 intestinal tumors (Fig. 7B and C and Tables S4 and S5). Immunohistochemistry showed that the tumors contained PAS-positive gastric surface mucus cells (*n* = 8/13) and pepsinogen C-positive gastric chief cells (*n* = 4/13) (Fig. 7D). RT-PCR analysis revealed that the tumors expressed gastric pit cell-specific (*Muc1*, *Muc5ac*, and *Tff1*), mucus neck cell-specific (*Tff2*), parietal cell-specific (*Atp4b*), and chief cell-specific (*Gif* and *Pgc*) transcripts at various levels (Fig. 7E). However, we did not observe ectopic stratified squamous epithelium in the small intestine of *Irx5*-Tg mice. Histological examination also indicated that all tumors were devoid of goblet cells, Paneth cells, and alkaline phosphatase (ALP)-positive absorptive enterocytes (Fig. 7D and F). In addition, a region of the tumor showed obvious reduction or complete loss of Cdx2 staining (Fig. 7G). Alteration of *Cdx2* expression was confirmed by qRT-PCR (Fig. 7H). These results suggest that ectopic *Irx5* expression induced the formation of ectopic gastric epithelial tissue in the mouse small intestine. To determine if heterotopic *Irx5* expression affected regionally restricted gene expression, we analyzed *Cdx2* and *Sox2* expression levels in the developing small intestine. At E18.5, *Cdx2* expression was markedly reduced in *Irx5*-Tg mouse embryos, while *Sox2* expression was significantly increased (Fig. 7I). Furthermore, heterotopic *Irx5* also downregulated Cdx2 targets (*Hnf1α*, *Hnf4α*, and *Isx*) and intestinal epithelium-specific transcripts (*Muc13* and *Fabp1*) and upregulated an Sox2 target (*Sox21*) and stomach epithelium-specific transcripts (*Muc1* and *Tff2*) (Fig. 7J and K). These results suggest that heterotopic *Irx5* expression affected the cellular identity of the small intestinal epithelium and caused some of the endoderm to adopt a stomach epithelium cell fate. In addition, *Cdx2* downregulation may destabilize intestinal identity (18–20).

**FIG 7:**
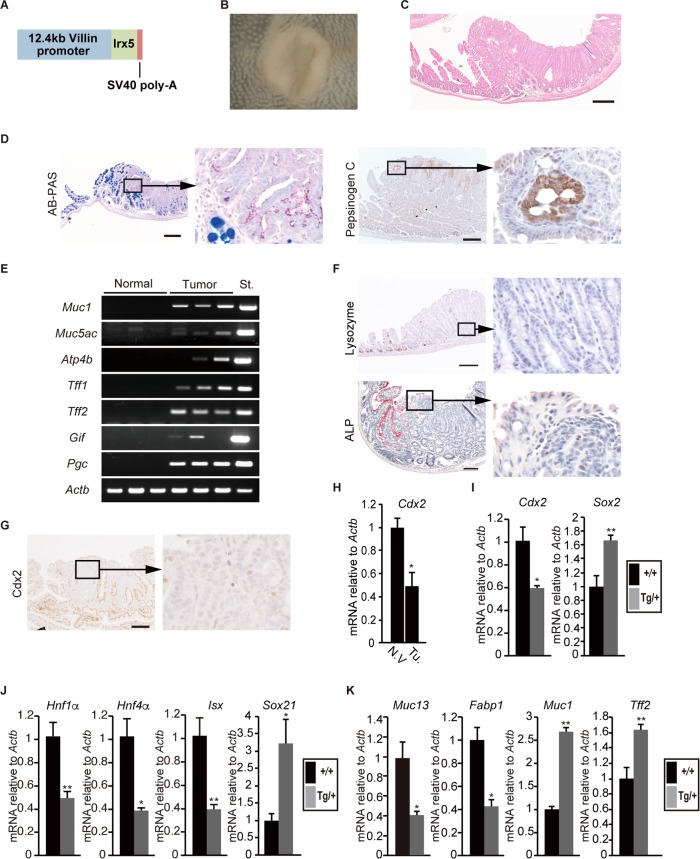
Heterotopic *Irx5* expression leads to development of gastric tissue in the small intestine in *Irx5*-Tg mice. (A) Schematic of transgene construct, consisting of mouse *Irx5* coding region with 12.4 kb of the mouse villin promoter at the 5′ region and simian virus 40 (SV40) poly(A) recognition sequences at the 3′ region. (B) Macroscopic view of representative intestinal tumor in *Irx5*-Tg mouse (62 w). (C) Histology of tumor shown in panel B. (D, left) AB-PAS staining of tumor (53 w). (Right) Immunostaining using anti-pepsinogen C antibody to detect gastric chief cells (52 w). High-magnification views of boxed regions of the respective panels on the left. (E) RT-PCR showed expression of gastric epithelial cell-specific genes at various levels. Lanes 1 to 5 (from left), normal small intestine; lanes 6 to 10, tumors. St., wild-type stomach of 6-week-old mice. *Actb* served as an internal control. (F, upper) Immunostaining using antilysozyme antibody to detect Paneth cells. Positive signal (brown) missing at the tumor base. (Lower) ALP staining. Apical surface of the intestinal villi stained positive (red), while the tumor was negative. (G) Cdx2 immunostaining (52 w). High-magnification view of boxed region shown on the right. (H) qRT-PCR analysis of *Cdx2* expression in normal villi and small intestinal tumors in *Irx5*-Tg mice. N.V, normal villi; Tu., tumor. (I) *Cdx2* and *Sox2* expression in E18.5 *Irx5*-Tg (Tg/+) small intestine compared with wild-type (+/+) intestine. (J) qRT-PCR analysis of Cdx2 target genes (*Hnf1α*, *Hnf4α*, and *Isx*) and Sox2 target gene (*Sox21*) in E18.5 small intestine (*n* = 5). (K) Intestine-specific genes (*Muc13* and *Fabp1*) were significantly downregulated, while stomach-specific genes (*Sox21*, *Muc1*, and *Tff2*) were upregulated. *, *P* < 0.05; **, *P* < 0.01; *n* = 5. Scale bars, 200 μm.

## DISCUSSION

Previous studies have shown that various factors play important roles in gastrointestinal tract patterning. However, despite widespread analysis focused on the role of specific transcriptional factors, the regulatory mechanisms involved remain elusive. Based on the analysis of a transcriptional regulator, we previously elucidated the mechanisms of cell fate specification underlying tissue-specific differentiation (5, 40–42). In the present study, we showed that Id2 was involved in the cell fate determination of small intestine epithelial cells through the repression of foregut differentiation programs during development.

*Id2*^−/−^ mice developed heterotopic squamous epithelium and gastric tumors containing all types of gastric cells in the small intestine. In the current study, most gastric tumors were adenomas or hyperplastic epithelium, and heterotopic gastric cells were identified in the embryonic small intestine.

Nearly all tumors had well-differentiated gastric cells, and the cytonuclear atypia appeared to be increased with increasing tumor size. Furthermore, tumor cells had a clear glandular form in tumors of all sizes. These are characteristics of tumors with low malignancy. Tumor carcinogenesis involves a process of adenoma formation (12, 13). *APC* mutation occurs in most human colorectal cancers. We recently reported that Id2 is involved in the tumor initiation process, and Id2 deficiency does not promote carcinogenesis of intestinal adenoma induced by *Apc* gene mutation (43). In addition, we observed no carcinoma development until 20 weeks of age. Thus, the carcinogenesis of intestinal tumors of *Id2*^−/−^ mice was likely induced by another mechanism, such as secondary gene mutation.

Given that the frequency of tumor development was age independent and *Id2* expression was barely detectable in intestinal epithelial cells after birth, intestinal tumors in *Id2*^−/−^ mice appeared to be derived from ectopic gastric cells formed in the small intestine during development. Immune responses are recognized as important factors in tumor formation, including gastrointestinal cancer (44). We previously reported that *Id2*^−/−^ mice lacked secondary lymphoid organs, including lymph nodes and Peyer's patches (40). In addition, *Id2* deficiency caused a defect in natural killer cell differentiation and a significant reduction in the number of intestinal epithelial lymphocytes (45). The lack of Peyer's patches and impaired natural killer cells and intestinal epithelial lymphocytes, which play crucial roles in immunosurveillance against tumor development, may have an influence on tumor formation in the small intestine of *Id2*^−/−^ mice. Notably, the number of ectopic gastric cells in postnatal mice was reduced compared with that in embryos. We previously reported that litter sizes of *Id2* mutant mice were similar to those of wild-type mice, with no apparent increase in embryonic lethality; however, approximately 25% of *Id2*^−/−^ newborn mice died in the neonatal period (40). Most neonatal-lethal mice exhibited severe intestinal distortion, indicating that mortality in *Id2*^−/−^ mice during the neonatal period was associated with the frequency of ectopic gastric cells.

*Id2* is expressed in the developing midgut endoderm from E9.0. High levels of *Id2* expression continue until around E14.5, but then they decrease gradually in parallel with morphological differentiation from pseudostratified endoderm to intestinal villi (27). During this period, the midgut endoderm shows considerable plasticity. Conditional ablation of *Cdx2* in the early definitive endoderm resulted in replacement of the posterior intestinal epithelium with keratinized squamous epithelium, while ablation at E13.5 led to the formation of ectopic gastric tissue in the small intestine without keratinized squamous epithelium (19, 20). These observations indicate that *Cdx2* directs the endoderm toward a posterior gut phenotype, and that loss of *Cdx2* impacts differentially on intestinal patterning in a temporal manner. However, ectopic *Sox2* expression throughout the midgut endoderm from E8.5 directs development toward gastric properties (21). Our findings of Sox2-positive and Cdx2-negative cells in the *Id2*-deficient endoderm suggest that Id2 sustains cellular identity by regulating both of these genes prior to the initiation of intestinal epithelial cell differentiation.

*Barx1*-deficient mice showed defects in stomach development (24, 25). In these mice, the stomach epithelium was completely replaced by Cdx2-positive endoderm. Although Barx1 is thought to suppress endoderm Cdx2 expression, heterotopic Barx1 expression in the mesenchyme of the small intestine did not change endodermal Cdx2 expression (26). We observed that the absence of Cdx2 expression is local, whereas Barx1 expression spans a wide spread in the midgut, indicating that Cdx2 deficiency is caused by a cell-autonomous mechanism but not induced by Barx1. The regulatory mechanisms of Barx1 expression in the stomach mesenchyme are unclear. Our *in vitro* reconstitution model using *Id2*^−/−^ mouse embryos may be useful for clarifying these mechanisms.

Transcription factors in the basic helix-loop-helix (bHLH) family play essential roles in various cell fate determination and differentiation processes (4). Tissue-specific bHLH factors form dimers with ubiquitously expressed bHLH factors known as E proteins (e.g., E2A gene products, E2-2, and HEB) and regulate tissue-specific gene expression that promotes cellular differentiation. Id proteins directly bind E proteins, resulting in inhibition of transcriptional activity of tissue-specific bHLH factors. Id proteins are negative regulators of bHLH factors; therefore, some bHLH factors may be involved in the specification of stomach epithelial cell fate. Furthermore, the transcriptional activity of such bHLH factors would be upregulated in the undifferentiated midgut endoderm of *Id2*^−/−^ mouse embryos, and the functional dysregulation resulting from Id2 deficiency may cause ectopic tissue formation. Indeed, premature neural differentiation is observed in *Id1*^−/−^ *Id3*^−/−^ mice, in accordance with upregulation of neural cell-specific bHLH expression and other markers of neural differentiation (46). Our data show that Id2 induces the fate conversion of the stomach epithelium to intestinal epithelium and suggests that ectopic Id2 represses the activity of certain bHLH factors required for stomach epithelial cell differentiation (Fig. 5; see also Fig. S7 in the supplemental material). It was demonstrated that several bHLH factors are involved in gastrointestinal epithelial cell differentiation (47). Neurogenin3 is a bHLH factor expressed in the developing gastrointestinal tract and is essential for enteroendocrine cell differentiation (48, 49). Interestingly, while the small intestine of neurogenin3-deficient mice lacks all lineages of enteroendocrine cells, the stomach epithelium exhibited an intestinal phenotype without obvious morphological changes (49). This observation suggests that neurogenin3 regulates both enteroendocrine differentiation and region-specific epithelial cell specification. However, overexpression of neurogenin3 throughout the developing intestinal epithelium did not induce fate conversion from the intestinal epithelium to the stomach epithelium. Furthermore, if neurogenin3 is a regulatory target of Id2, functional upregulation of neurogenin3 is expected in *Id2*^−/−^ mice; therefore, accelerated endocrine cell differentiation may occur. However, the numbers or subsets of endocrine cells in *Id2*^−/−^ mice were similar to those in wild-type mice (50) (K. Mori, unpublished data). The bHLH factors expressed throughout the undifferentiated endoderm that direct development toward the gastric epithelium have not been identified. Id2 may participate as a negative regulator of unidentified bHLH factors and function in establishing intestinal identity.

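On the 3 *Id2*+/+ arrays *Irx5* had log2 signals of -2.89, -0.41 and -1.43, with signal-to-noise values of 0.26, 1.85 and -1.32, so that none was above background. On the 3 *Id2*-/- arrays it had 0.95, 1.93 and 1.66, with signal-to-noise values of 14.2, 16.5 and 8.19. *Irx3* was at 0.22, 0.00 and 0.16 on the *Id2*+/+ arrays, with signal-to-noise values of 6.13, 2.57 and 2.96, and at 1.89, 1.31 and 2.38 on the *Id2*-/- arrays, with 23.8, 3.93 and 31.4. A signal below background on an array bounds the level of a transcript and does not show that it is absent.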

Gene expression analysis revealed that the *Irx* genes *Irx3* and *Irx5* were expressed ectopically in the midgut of *Id2*^−/−^ embryos. Irx transcription factors are found in multiple organisms and have been implicated in patterning and specification of several organs (51–54). Genome-wide association studies revealed that *IRX3* and *IRX5* expression relied on a long-range *cis*-regulatory element (55–57). Assuming that Id proteins are negative transcriptional regulators, Id2 may be involved in the regulation of such a *cis*-acting element, responsible for foregut endoderm-specific expression. Because the *Id2*-deficient midgut endoderm showed properties of both anterior and posterior endoderm, epigenetic analysis of midgut endoderm from *Id2*^−/−^ embryos might help to identify the functional genomic region responsible for foregut endoderm-specific *Irx* gene expression.

We also demonstrated that *Irx5*-Tg mice developed intestinal tumors that recapitulated some of the characteristics of ectopic epithelia found in *Id2*^−/−^ mice. *Cdx2* expression in the developing small intestine in *Irx5*-Tg embryos was downregulated to approximately half that of control embryos, whereas *Sox2* expression was significantly upregulated. *Cdx2* heterozygote mice have been reported to develop colonic polyps containing gastric tissues, including squamous epithelium and a gastric gland, and *Cdx2* haploinsufficiency in the developing small intestine was shown to result in fate conversion from a midgut to foregut endoderm phenotype (18). Our results suggest that Irx5 directs the undifferentiated midgut endoderm to a foregut phenotype.

*Sox2* expression and ectopic gastric tissues in the small intestine of *Id2*^−/−^ mice were restricted to spot-like regions. However, ectopic *Irx5* expression was detected over a broader area than *Sox2*. This inconsistency between the regionally restricted formation of ectopic tissues and the altered *Irx5* expression pattern implies that other genes also are involved in determining gastric cell fate. Bonnard et al. reported that Irx5 required direct interacting partners, including Irx3, to modulate transcriptional regulation (58). These observations suggest that the combined action of both factors is necessary for epithelial cell fate specification.

In conclusion, we demonstrated that *Id2* regulates intestinal fate specification by inhibiting the foregut differentiation program. Further studies to determine how *Id2* regulates *Irx* expression in the midgut endoderm, and if both *Irx3* and *Irx5* are involved in the fate specification of endodermal cells, will provide further insights into the molecular mechanisms underlying gastrointestinal organ development and ectopic epithelial tissue formation.

## MATERIALS AND METHODS

### Mice.

*Id2* mutant mice on 129/Sv or mixed (129/Sv × NMRI) genetic backgrounds were used for these studies (40). TOP-GAL reporter mice harboring the *Id2*^−/−^ genetic background were maintained on 129/Sv mice. *Id2*^−/−^ *Irx5*^EGFP/+^ compound mutant mice were generated by crossing *Id2*^+/−^ *Irx5*^EGFP/+^ mice maintained on a 129/Sv genetic background. The *Irx5* transgene construct was generated by cloning mouse *Irx5* cDNA into the SmaI/KpnI sites of a villin promoter-driven expression plasmid, 12.4-kb villin ΔATG (plasmid 19358; Addgene, Cambridge, MA). All mice were maintained under specific-pathogen-free conditions, and all experimental procedures followed the guidelines of the University of Fukui for animal experiments.

### Histological and immunohistochemical analyses.

Tissues were fixed with 4% paraformaldehyde and paraffin embedded using standard methods. Hematoxylin and eosin (HE), PAS, AB, and AB-PAS staining were performed according to standard methods (59). BrdU labeling and detection were performed using a cell proliferation kit (GE Healthcare, Milwaukee, WI). *Id2*^−/−^ mice were injected intraperitoneally with labeling solution provided with the kit (100 μl/g body weight). At 2 h postinjection, tumors and intestinal tissues were collected and fixed in 4% paraformaldehyde–phosphate-buffered saline. ALP staining was performed using a Vector red alkaline phosphatase substrate kit I (Vector Laboratories, Burlingame, CA). Gastric mucus neck cells were detected with 2 μg/ml biotin-labeled GSII (Vector Laboratories) (60), and lectin binding was visualized using a Vectastain ABC kit (Vector Laboratories). Immunofluorescent staining samples were mounted with Vectashield reagent containing DAPI (4′,6-diamidino-2-phenylindole, dihydrochloride) (Vector Laboratories). The antibodies used for immunostaining are listed in Table S6 in the supplemental material.

### *In situ* hybridization.

Whole-mount ISH using digoxigenin-labeled probes and ISH using a [^35^S]CTP-radiolabeled riboprobe were performed as described previously (40, 41). The following cDNAs were used for ISH studies: *Cdx2* cDNA (NM_007673; nucleotide [nt] 412 to 1016), *Sox2* cDNA (NM_011443; nt 487 to 1199), *Id2* (NM_010496; nt 71 to 769), *Barx1* (NM_007526; nt 472 to 1212), *Irx3* (NM_008393; nt 1186 to 1986), and *Irx5* (NM_018826; nt 1415 to 1987).

### β-Galactosidase staining and quantitative assay.

*β*-Galactosidase staining was performed according to the method of Kim et al. (24). For quantification of β-galactosidase activity, the middle one-third of small intestine segments were dissected, homogenized, and lysed in 200 μl of reporter lysis buffer with a β-galactosidase enzyme assay system (Promega, Madison, WI). The relative enzyme activity was determined by reading the absorbance of the samples at 420 nm with a Spectra EMax microplate reader (Molecular Devices, CA). β-Galactosidase activity was normalized against protein concentration for each sample.

### Ectopic *Id2* expression in embryonic stomach.

Retroviruses were produced by transfecting pMX-IRES-Id2 or pMX-IRES-GFP plasmids into Plat-E packaging cells as described previously (42, 61). Embryonic stomach (E13.5) was infected with retroviruses in Dulbecco's modified Eagle's medium with 8 μg/ml Polybrene, incubated at 37°C in a 5% CO_2_ humidified atmosphere for 2 h, and then transplanted under the renal capsule of a syngeneic 8-week-old male mouse. Transplanted tissue was recovered and analyzed after 12 days.

### RT-PCR.

Total RNA samples were extracted using an RNeasy minikit (Qiagen, Valencia, CA), and oligo(dT)-primed first-strand cDNAs were synthesized using SuperScript III reverse transcriptase (Invitrogen, Carlsbad, CA). qRT-PCR was performed with each primer set using Power SYBR green PCR master mix and a StepOnePlus real-time PCR system (Applied Biosystems, Foster City, CA). Data were normalized relative to *Actb* amplification. The PCR primers are listed in Table S7. The PCR conditions are available on request.

### Microarray analysis.

Total RNA samples were extracted from the distal half of E13.5 midgut tissue. One microgram of total RNA was amplified for one round using a NanoAmp RT-IVT labeling kit (Applied Biosystems). Microarray analysis was performed using mouse genome survey microarray ver.2.0 (Applied Biosystems) (62). Raw signal values were normalized by the median. In all experiments, probe sets with false spots (flag of <5,000) and signal-to-noise values of <3 (as determined by the software) were excluded. Fold changes between *Id2*^−/−^ and wild-type samples were calculated for each of the resulting probe sets.

### Accession number(s).

Microarray data have been deposited in the Gene Expression Omnibus database under the accession code GSE43014.

### Statistical analysis.

Statistical analysis was performed using two-tailed Student's *t* tests to calculate *P* values. Error bars show standard errors of the means (SEM).

## Supplementary Material

Supplemental material

## References

[1] ZornAM, WellsJM 2009 Vertebrate endoderm development and organ formation. Annu Rev Cell Dev Biol 25:221–251. doi:10.1146/annurev.cellbio.042308.113344.19575677PMC2861293

[2] SlackJM 2007 Metaplasia and transdifferentiation: from pure biology to the clinic. Nat Rev Mol Cell Biol 8:369–378. doi:10.1038/nrm2146.17377526

[3] YuasaY 2003 Control of gut differentiation and intestinal-type gastric carcinogenesis. Nat Rev Cancer 3:592–600. doi:10.1038/nrc1141.12894247

[4] MassariME, MurreC 2000 Helix-loop-helix proteins: regulators of transcription in eucaryotic organisms. Mol Cell Biol 20:429–440. doi:10.1128/MCB.20.2.429-440.2000.10611221PMC85097

[5] LasorellaA, BenezraR, IavaroneA 2014 The ID proteins: master regulator of cancer stem cells and tumor aggressiveness. Nat Rev Cancer 14:77–91. doi:10.1038/nrc3638.24442143

[6] YangHY, LiuHL, LiuGY, ZhuH, MengQW, QuLD, LiuLX, JiangHC 2011 Expression and prognostic values of Id-1 and Id-3 in gastric adenocarcinoma. J Surg Res 167:258–266. doi:10.1016/j.jss.2009.08.006.20080245

[7] WilsonJW, DeedRW, InoueT, BalziM, BeccioliniA, FaraoniP, PottenCS, NortonJD 2001 Expression of Id helix-loop-helix proteins in colorectal adenocarcinoma correlates with p53 expression and mitotic index. Cancer Res 61:8803–8810.11751402

[8] WiceBM, GordonJI 1998 Forced expression of Id-1 in the adult mouse small intestinal epithelium is associated with development of adenomas. J Biol Chem 273:25310–25319. doi:10.1074/jbc.273.39.25310.9737997

[9] RussellRG, LasorellaA, DettinLE, IavaroneA 2004 Id2 drives differentiation and suppresses tumor formation in the intestinal epithelium. Cancer Res 64:7220–7225. doi:10.1158/0008-5472.CAN-04-2095.15492237

[10] QueJ, OkuboT, GoldenringJR, NamKT, KurotaniR, MorriseyEE, TaranovaO, PevnyLH, HoganBL 2007 Multiple dose-dependent roles for Sox2 in the patterning and differentiation of anterior foregut endoderm. Development 134:2521–2531. doi:10.1242/dev.003855.17522155PMC3625644

[11] ChengH, LeblondCP 1974 Origin, differentiation and renewal of the four main epithelial cell types in the mouse small intestine. V. Unitarian theory of the origin of the four epithelial cell types. Am J Anat 141:537–561.444063510.1002/aja.1001410407

[12] SuLK, KinzlerKW, VogelsteinB, PreisingerAC, MoserAR, LuongoC, GouldKA, DoveWF 1992 Multiple intestinal neoplasia caused by a mutation in the murine homolog of the APC gene. Science 256:668–670. doi:10.1126/science.1350108.1350108

[13] TaketoMM, EdelmannW 2009 Mouse models of colon cancer. Gastroenterology 136:780–798. doi:10.1053/j.gastro.2008.12.049.19263594

[14] KaramSM, LeblondCP 1993 Dynamics of epithelial cells in the corpus of the mouse stomach. I. Identification of proliferative cell types and pinpointing of the stem cell. Anat Rec 236:259–279.833823210.1002/ar.1092360202

[15] JamesR, ErlerT, KazenwadelJ 1994 Structure of the murine homeobox gene cdx-2. Expression in embryonic and adult intestinal epithelium. J Biol Chem 269:15229–15237.7910823

[16] SilbergDG, SwainGP, SuhER, TraberPG 2000 Cdx1 and cdx2 expression during intestinal development. Gastroenterology 119:961–971. doi:10.1053/gast.2000.18142.11040183

[17] FukamachiH, MizunoT, TakayamaS 1979 Epithelial-mesenchymal interactions in differentiation of stomach epithelium in fetal mice. Anat Embryol 157:151–160. doi:10.1007/BF00305155.517763

[18] BeckF, ChawengsaksophakK, WaringP, PlayfordRJ, FurnessJB 1999 Reprogramming of intestinal differentiation and intercalary regeneration in Cdx2 mutant mice. Proc Natl Acad Sci U S A 96:7318–7323. doi:10.1073/pnas.96.13.7318.10377412PMC22083

[19] GaoN, WhiteP, KaestnerKH 2009 Establishment of intestinal identity and epithelial-mesenchymal signaling by Cdx2. Dev Cell 16:588–599. doi:10.1016/j.devcel.2009.02.010.19386267PMC2673200

[20] GraingerS, SavoryJG, LohnesD 2010 Cdx2 regulates patterning of the intestinal epithelium. Dev Biol 339:155–165. doi:10.1016/j.ydbio.2009.12.025.20043902

[21] RaghoebirL, BakkerER, MillsJC, SwagemakersS, KempenMB, MunckAB, DriegenS, MeijerD, GrosveldF, TibboelD, SmitsR, RottierRJ 2012 SOX2 redirects the developmental fate of the intestinal epithelium toward a premature gastric phenotype. J Mol Cell Biol 4:377–385. doi:10.1093/jmcb/mjs030.22679103PMC3523556

[22] GontanC, de MunckA, VermeijM, GrosveldF, TibboelD, RottierR 2008 Sox2 is important for two crucial processes in lung development: branching morphogenesis and epithelial cell differentiation. Dev Biol 317:296–309. doi:10.1016/j.ydbio.2008.02.035.18374910

[23] KuzmichevAN, KimSK, D'AlessioAC, ChenowethJG, WittkoIM, CampanatiL, McKayRD 2012 Sox2 acts through Sox21 to regulate transcription in pluripotent and differentiated cells. Curr Biol 22:1705–1710. doi:10.1016/j.cub.2012.07.013.22902753

[24] KimBM, BuchnerG, MiletichI, SharpePT, ShivdasaniRA 2005 The stomach mesenchymal transcription factor Barx1 specifies gastric epithelial identity through inhibition of transient Wnt signaling. Dev Cell 8:611–622. doi:10.1016/j.devcel.2005.01.015.15809042

[25] KimBM, MiletichI, MaoJ, McMahonAP, SharpePA, ShivdasaniRA 2007 Independent functions and mechanisms for homeobox gene Barx1 in patterning mouse stomach and spleen. Development 134:3603–3613. doi:10.1242/dev.009308.17855428

[26] JayewickremeCD, ShivdasaniRA 2015 Control of stomach smooth muscle development and intestinal rotation by transcription factor BARX1. Dev Biol 405:21–32. doi:10.1016/j.ydbio.2015.05.024.26057579PMC4529797

[27] JenY, ManovaK, BenezraR 1996 Expression patterns of Id1, Id2, and Id3 are highly related but distinct from that of Id4 during mouse embryogenesis. Dev Dyn 207:235–252. doi:10.1002/(SICI)1097-0177(199611)207:3<235::AID-AJA1>3.0.CO;2-I.8922523

[28] BattsLE, PolkDB, DeboisRN, Kulessa. 2006 Bmp signaling is required for intestinal growth and morphogenesis. Dev Dyn 235:1563–1570. doi:10.1002/dvdy.20741.16538672

[29] RodriguezP, Da SilvaS, OxburghL, WangF, HoganBL, QueJ 2010 BMP signaling in the development of the mouse esophagus and forestomach. Development 137:4171–4176. doi:10.1242/dev.056077.21068065PMC2990208

[30] MiyazonoK, MaedaS, ImamuraT 2005 BMP receptor signaling: transcriptional targets regulation of signals, and signaling cross-talk. Cytokine Growth Factor Rev 16:251–263. doi:10.1016/j.cytogfr.2005.01.009.15871923

[31] NakahiroT, KurookaH, MoriK, SanoK, YokotaY 2010 Identification of BMP-responsive elements in the mouse Id2 gene. Biochem Biophys Res Commun 399:416–421. doi:10.1016/j.bbrc.2010.07.090.20674548

[32] DaneshSM, VillasenorA, ChongD, SoukupC, CleaverO 2009 BMP and BMP receptor expression during murine organogenesis. Gene Expr Patterns 9:255–265. doi:10.1016/j.gep.2009.04.002.19393343PMC2709213

[33] SherwoodRI, MaehrR, MazzoniEO, MeltonDA 2011 Wnt signaling specifies and patterns intestinal endoderm. Mech Dev 128:387–400. doi:10.1016/j.mod.2011.07.005.21854845PMC3223331

[34] KimBM, MaoJ, TaketoMM, ShivdasaniRA 2007 Phases of canonical Wnt signaling during the development of mouse intestinal epithelium. Gastroenterology 133:529–538. doi:10.1053/j.gastro.2007.04.072.17681174

[35] DasGuptaR, FuchsE 1999 Multiple roles for activated LEF/TCF transcription complexes during hair follicle development and differentiation. Development 126:4557–4568.1049869010.1242/dev.126.20.4557

[36] Gómez-SkarmetaJL, ModolellJ 2002 Iroquois genes: genomic organization and function in vertebrate neural development. Curr Opin Genet Dev 12:403–408. doi:10.1016/S0959-437X(02)00317-9.12100884

[37] HouwelingAC, DildropR, PetersT, MummenhoffJ, MoormanAF, RütherU, ChristoffelsVM 2001 Gene and cluster-specific expression of the Iroquois family members during mouse development. Mech Dev 107:169–174. doi:10.1016/S0925-4773(01)00451-8.11520674

[38] SherwoodRI, ChenTY, MeltonDA 2009 Transcriptional dynamics of endodermal organ formation. Dev Dyn 238:29–42. doi:10.1002/dvdy.21810.19097184PMC3756511

[39] MadisonBB, DunbarL, QiaoXT, BraunsteinK, BraunsteinE, GumucioDL 2002 Cis elements of the villin gene control expression in restricted domains of the vertical (crypt) and horizontal (duodenum, cecum) axes of the intestine. J Biol Chem 277:33275–33283. doi:10.1074/jbc.M204935200.12065599

[40] YokotaY, MansouriA, MoriS, SugawaraS, AdachiS, NishikawaS, GrussP 1999 Development of peripheral lymphoid organs and natural killer cells depends on the helix-loop-helix inhibitor Id2. Nature 397:702–706. doi:10.1038/17812.10067894

[41] MoriS, NishikawaSI, YokotaY 2000 Lactation defect in mice lacking the helix-loop-helix inhibitor Id2. EMBO j 19:5772–5781. doi:10.1093/emboj/19.21.5772.11060028PMC305805

[42] SugaiM, GondaH, KusunokiT, KatakaiT, YokotaY, ShimizuA 2003 Essential role of Id2 in negative regulation of IgE class switching. Nat Immunol 4:25–30. doi:10.1038/ni874.12483209

[43] BiyajimaK, KakizakiF, ShenX, MoriK, SugaiM, TaketoMM, YokotaY 2015 Id2 deletion attenuates Apc-deficient ileal tumor formation. Biol Open 4:993–1001. doi:10.1242/bio.012252.26163528PMC4542283

[44] GirardiM 2006 Immunosurveillance and immunoregulation by gammadelta T cells. J Investig Dermatol 126:25–31. doi:10.1038/sj.jid.5700003.16417214

[45] KimJK, TakeuchiM, YokotaY 2004 Impairment of intestinal intraepithelial lymphocytes in Id2 deficient mice. Gut 53:480–486. doi:10.1136/gut.2003.022293.15016739PMC1774007

[46] LydenD, YoungAZ, ZagzagD, YanW, GeraldW, O'ReillyR, BaderBL, HynesRO, ZhuangY, ManovaK, BenezraR 1999 Id1 and Id3 are required for neurogenesis, angiogenesis and vascularization of tumour xenografts. Nature 401:670–677. doi:10.1038/44334.10537105

[47] LiHJ, RaySK, SinghNK, JohnstonB, LeiterAB 2011 Basic helix-loop-helix transcription factors and enteroendocrine cell differentiation. Diabetes Obes Metab 13(Suppl 1):5–12. doi:10.1111/j.1463-1326.2011.01438.x.21824251PMC3467197

[48] JennyM, UhlC, RocheC, DulucI, GuillerminV, GuillemotF, JensenJ, KedingerM, GradwohlG 2002 Neurogenin3 is differentially required for endocrine cell fate specification in the intestinal and gastric epithelium. EMBO J 21:6338–6347. doi:10.1093/emboj/cdf649.12456641PMC136953

[49] LeeCS, PerreaultN, BrestelliJE, KaestnerKH 2002 Neurogenin 3 is essential for the proper specification of gastric enteroendocrine cells and the maintenance of gastric epithelial cell identity. Genes Dev 16:1488–1497. doi:10.1101/gad.985002.12080087PMC186338

[50] López-DíazL, JainRN, KeeleyTM, VanDussenKL, BrunkanCS, GumucioDL, SamuelsonLC 2007 Intestinal Neurogenin 3 directs differentiation of a bipotential secretory progenitor to endocrine cell rather than goblet cell fate. Dev Biol 309:298–305. doi:10.1016/j.ydbio.2007.07.015.17706959PMC2679162

[51] van TuylM, LiuJ, GroenmanF, RidsdaleR, HanRN, VenkateshV, TibboelD, PostM 2006 Iroquois genes influence proximo-distal morphogenesis during rat lung development. Am J Physiol Lung Cell Mol Physiol 290:L777–L789. doi:10.1152/ajplung.00293.2005.16299054

[52] HeW, JiaY, TakimotoK 2009 Interaction between transcription factors Iroquois proteins 4 and 5 controls cardiac potassium channel Kv4.2 gene transcription. Cardiovasc Res 81:64–71. doi:10.1093/cvr/cvn259.18815185PMC2721642

[53] GaboritN, SakumaR, WylieJN, KimKH, ZhangSS, HuiCC, BruneauBG 2012 Cooperative and antagonistic roles for Irx3 and Irx5 in cardiac morphogenesis and postnatal physiology. Development 139:4007–4019. doi:10.1242/dev.081703.22992950PMC3472592

[54] LiD, SakumaR, VakiliNA, MoR, PuviindranV, DeimlingS, ZhangX, HopyanS, HuiCC 2014 Formation of proximal and anterior limb skeleton requires early function of Irx3 and Irx5 and is negatively regulated by Shh signaling. Dev Cell 29:233–240. doi:10.1016/j.devcel.2014.03.001.24726282

[55] SmemoS, TenaJJ, KimKH, GamazonER, SakabeNJ, Gomez-MarinC, AneasI, CredidioFL, SobreiraDR, WassermanNF, LeeJH, PuviindranV, TamD, ShenM, SonJE, VakiliNA, SungHK, NaranjoS, AcemelRD, ManzanaresM, NagyA, CoxNJ, HuiCC, Gomez-SkarmetaJL, NobregaMA 2014 Obesity-associated variants within FTO form long-range functional connections with IRX3. Nature 507:371–375. doi:10.1038/nature13138.24646999PMC4113484

[56] RagvinA, MoroE, FredmanD, NavratilovaP, DrivenesO, EngstromPG, AlonsoME, de la Calle MustienesE, Gomez SkarmetaJL, TavaresMJ, CasaresF, ManzanaresM, van HeyningenV, MolvenA, NjolstadPR, ArgentonF, LenhardB, BeckerTS 2010 Long-range gene regulation links genomic type 2 diabetes and obesity risk regions to HHEX, SOX4, and IRX3. Proc Natl Acad Sci U S A 107:775–780. doi:10.1073/pnas.0911591107.20080751PMC2818943

[57] ClaussnitzerM, DankelSN, KimKH, QuonG, MeulemanW, HaugenC, GlunkV, SousaIS, BeaudryJL, PuviindranV, AbdennurNA, LiuJ, SvenssonPA, HsuYH, DruckerDJ, MellgrenG, HuiCC, HaunerH, KellisM 2015 FTO obesity variant circuitry and adipocyte browning in humans. N Engl J Med 373:895–907. doi:10.1056/NEJMoa1502214.26287746PMC4959911

[58] BonnardC, StroblAC, ShboulM, LeeH, MerrimanB, NelsonSF, AbabnehOH, UzE, GuranT, KayseriliH, HamamyH, ReversadeB 2012 Mutations in IRX5 impair craniofacial development and germ cell migration via SDF1. Nat Genet 44:709–713. doi:10.1038/ng.2259.22581230

[59] MowryRW 1963 The special value of methods that color both acidic and vicinal hydroxyl groups in the histochemical study of mucins with revised directions for the colloidal iron stain, the use of alcian blue 8GX and their combinations with the periodic acid-Schiff reaction. Ann N Y Acad Sci 106:402–423. doi:10.1111/j.1749-6632.1963.tb16654.x.

[60] FalkP, RothKA, GordonJI 1994 Lectins are sensitive tools for defining the differentiation programs of mouse gut epithelial cell lineages. Am J Physiol 266:G987–G1003.802394710.1152/ajpgi.1994.266.6.G987

[61] MoritaS, KojimaT, KitamuraT 2000 Plat-E: an efficient and stable system for transient packaging of retroviruses. Gene Ther 7:1063–1066. doi:10.1038/sj.gt.3301206.10871756

[62] WatanabeY, InoueK, Okuyama-YamamotoA, NakaiN, NakataniJ, NibuK, SatoN, IiboshiY, YusaK, KondohG, TakedaJ, TerashimaT, TakumiT 2009 Fezf1 is required for penetration of the basal lamina by olfactory axons to promote olfactory development. J Comp Neurol 515:565–584. doi:10.1002/cne.22074.19479999

# Supplementary material for: Id2 Determines Intestinal Identity through Repression of the Foregut Transcription Factor Irx5
**Source:** Mol Cell Biol. 2018 Apr 16;38(9):e00250-17. doi: 10.1128/MCB.00250-17
**Supplement:** Supplemental material

Supplemental material 

# Id2 Determines Intestinal Identity through Repression of the Foregut Transcription Factor Irx5

## Supplemental material

- Supplemental file 1 -

  Supplemental text; Fig. S1 and S2 (Histopathology [S1] and characterization [S2] of intestinal lesions of *Id2*−/− mice), S3 (Immunohistochemistry of squamous epithelia in small intestine of *Id2*−/− mice), S4 (Gastric cells in intestinal tumor of *Id2*−/− mice), S5 (*Id2*−/− midgut mesenchyme induction of gastric epithelial cells), S6 (BMP-Smad signaling in *Id2*−/− embryonic midgut), S7 (Ectopic *Id2* expression induction of intestinal epithelial cells), and S8 (Irx5 expression in *Irx5*-Tg mice); and Tables S1 (Development of gastric tumors in *Id2*−/− mice), S2 (Histopathological classification), S3 (Down- and upregulated genes in *Id2*−/− intestine), S4 and S5 (Tumor development in *Irx5*-Tg mice), S6 (Antibodies for immunostaining), and S7 (PCR primers)

  PDF, 3.2M

# Supplementary material for: Id2 Determines Intestinal Identity through Repression of the Foregut Transcription Factor Irx5
**Source:** Mol Cell Biol. 2018 Apr 16;38(9):e00250-17. doi: 10.1128/MCB.00250-17
**Supplement:** Supplemental material

## **Supplemental Information**

### **Materials and Methods**

#### *Co-culture of midgut endoderm and mesenchyme*

Endodermal cells and mesenchymal cells were prepared as described by Shimizu with minor modifications (63). The distal two-thirds of E13.5 midgut organs were excised in ice-cold HBSS and treated with 0.1% (w/v) collagenase A (Roche) containing Keratinocyte Basal Medium 2 (KBM2) and 6 nM  $\text{CaCl}_2$  (KGM2) (Promo Cell GmbH, Heidelberg, Germany) for 60 min at 37°C. Endodermal tubes and mesenchyme were separated by gentle pipetting. The collected endodermal cells from 1 gut and mesenchyme from 1 gut were suspended by pipetting to cause fragmentation in KGM2 medium and mixed in a 1.5-mL tube. Mixed endodermal cells and mesenchymal cells were seeded into type I-collagen-coated 48-well plates (IWAKI Glass, Tokyo, Japan), and cultured at 5%  $\text{CO}_2$  at 37°C for 7 days in KGM2 medium.

#### *Western blotting*

E13.5 midgut tissues were homogenized in RIPA buffer (50 mM Tris-HCl, 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 1 mM EDTA, 0.1% SDS) supplemented with Proteinase Inhibitor cocktail

and Phosphatase Inhibitor cocktail (Nacalai Tesque, Osaka, Japan). Lysate were separated by 11–15% SDS-PAGE and transferred to 0.2- $\mu$ m nitrocellulose membranes (GE Healthcare, Little Chalfont, UK). After blocking with 3% skim milk-TBST or 2% BSA-TBST (phospho. Smad1/5/8), membranes were incubated with primary antibodies at 4°C overnight. After washing with TBST, the membranes were incubated with horseradish peroxidase-conjugated secondary antibodies for 1 h at room temperature. Immunoreactive bands were visualized by the chemiluminescence method using Amersham ECL Prime Western Blotting Detection Reagent (GE Healthcare). Antibodies used for western blotting analysis are listed in Supplemental Table S6.

### *Immunohistochemistry*

For immunohistochemical analysis, tissues were fixed with 4% paraformaldehyde and paraffin-embedded using standard methods. Next, 4- $\mu$ m-thick serial paraffin sections were stained with antibodies according to standard methods. Immunofluorescent staining of cultured cells was performed as described previously (64). Antisera against mouse Id2 peptide (AA 109 - 123) were raised by immunization of rabbits. The immunoglobulin G fraction of antisera was subject to affinity purification against the recombinant glutathione S-transferase (GST) fusion full-length Id2 protein produced by *E. coli*. coupled to a column

(HiTrap NHS-activated, Amersham Pharmacia Biotech, Orsay, France). Antibodies used for immunohistochemical analysis are listed in Supplemental Table S6.

## Reference

63. **Shimizu M, Minakuchi K, Tsuda A, Hiroi T, Tanaka N, Koga J, Kiyono H.** 2001. Role of stem cell factor and c-kit signaling in regulation of fetal intestinal epithelial cell adhesion to fibronectin. *Exp Cell Res* **266**:311-22.
64. **Mori K, Furusawa T, Okubo T, Inoue T, Ikawa S, Yanai N, Mori KJ, Obinata M.** 2003. Genome structure and differential expression of two isoforms of a novel PDZ-containing myosin (MysPDZ) (Myo18A). *J Biochem* **133**:405-413.

## Supplementary Figure Legends

**Fig. S1. Histopathology of the intestinal lesions of *Id2*<sup>-/-</sup> mice.** Hematoxylin and eosin (HE) staining of representative intestinal lesions is shown based on a histopathological diagnosis. (Upper left) simple heterotopic lesion; (Upper right) hyperplastic epithelium; (Middle upper and middle) Adenoma, low grade, with different cellular atypia; (Middle lower) adenoma, high grade, with severe cellular dysplasia; (Lower) adenocarcinoma with mucosal infiltration. Higher magnification of boxed area in adenoma and adenocarcinoma are shown in right panels. HE staining of a representative hyperplastic epithelium is shown in Fig. 1C. Scale bars: 100 μm.

**Figure S2. Characterization of the intestinal lesions of *Id2*<sup>-/-</sup> mice.** (A) Frequency and site of lesions along the rostral to caudal axis of the small intestine. The small intestine was subdivided into 20 parts along the rostral to caudal axis, and the sites of 176 lesions (from 43 mice) were counted. (B) Correlation between size and histopathology of lesions (n=51) in *Id2*<sup>-/-</sup> mice (aged 30–40 weeks).

**Fig. S3. Immunohistochemistry of squamous epithelia in the small intestine of *Id2*<sup>-/-</sup>**

**mice.** High-power views of the boxed regions are shown in the respective right panels. (Upper) Immunohistochemistry for p63. Heterotopic squamous epithelia stained positive for p63. (Lower) Immunohistochemistry for cytokeratin (CK) 14. Squamous epithelia developed in the small intestine also stained positive for CK14. (Upper) and (Lower) are serial sections. Scale bars; 200  $\mu$ m.

**Fig. S4. Gastric cell in the intestinal tumor of *Id2*<sup>-/-</sup> mice. (A)**

Immunohistochemistry using an anti-TFF2 antibody to detect mucus neck cells in a tumor. Right panels show normal stomach (corpus) epithelium. Mucus neck cells are located in the neck region, and contained secretory granules. **(B)** Immunohistochemistry for Muc5AC. The apical surface of tumor cells stained positive for Muc5AC. **(C)** Immunohistochemistry for Cdx2. Tumor cells are deficient in Cdx2 expression. Right panels show the normal jejunum. **(B)** and **(C)** are serial sections. Scale bars: 200  $\mu$ m.

**Fig. S5 *Id2*<sup>-/-</sup> midgut mesenchyme induces gastric epithelial cells.** (A) Preparation of fetal midgut endoderm and mesenchyme. The midgut tissue fragment isolated from the embryo was incubated in 0.1% collagenase A containing medium at 37°C for 1 h. Endoderm and mesenchyme were separated by gentle pipetting. (B) RT-PCR analysis of the isolated cells. End., Endoderm. Mes., Mesenchyme. (C) Co-culture image of endoderm cells and mesenchymal cells. (Upper) Bright-field image. (Lower) Immunostaining for Cdh1. Arrowhead indicates endodermal cell colony. (D) RT-PCR analysis of co-cultured cells. Upper panel indicates the genotype of co-cultured endoderm and mesenchyme. +/+; *Id2*<sup>+/+</sup>, -/-; *Id2*<sup>-/-</sup>, (-); empty of endoderm. (E) Quantitative analysis of Cdx2 expression in co-cultured endodermal cells (n = 4). Data were normalized relative to *Cdh1* amplification. \*\**P* < 0.01.

**Fig. S6. BMP-Smad signaling in *Id2*<sup>-/-</sup> embryonic midgut.** (A) qRT-PCR analysis of Bmp signaling components. n.s.; not significant (B) Western blotting for Bmp-Smad signaling mediator and its transcriptional target molecule. P-Smad1/5/8; Phosphorylated Smad1/5/8. Actin served as an internal control. (C) (Left) E12.5 *Id2*<sup>-/-</sup> small intestines

were stained for Cdx2 and pSmad1/5/8. (Right) High-magnification image of boxed region shown in left panel. Scale bar, 50  $\mu$ m (**D**) qRT-PCR analysis of Bmp-Smad target genes (n = 6).

**Fig. S7, Ectopic *Id2* expression induced intestinal epithelial cells in the developing *Id2*<sup>-/-</sup> stomach.** (A) Immunofluorescence for Id2 to recovered *Id2*<sup>-/-</sup> stomach. Upper panel shows transduced genes. *gfp*, stomach transduced with EGFP cDNA; *Id2*, stomach transduced with *Id2* cDNA. Scale bar, 50  $\mu$ m (**B**) Immunohistochemistry of recovered stomachs. upper and lower panels are serial sections. Transduced genes are indicated on top. Induced intestinal epithelial cells were positive for Cdx2 (brown). AB stained goblet cells blue. Scale bar, 50  $\mu$ m (**C**) qRT-PCR analysis of recovered Cdx2- and AB-positive stomach tissue (*Id2*-1, -2, -3). graft, engrafted tissues. (**D**) RT-PCR analysis of recovered stomachs. St, wild-type stomach at P7, S.Int, wild-type small intestine at P7; *Actb* served as an internal control.

63 **Fig. S8. *Irx5* expression in *Irx5*-Tg mice.** (A) *Irx5* expression measured by  
64 quantitative RT-PCR in E13.5 *Irx5*-Tg small intestine. Genotypes of wild-type (+/+) and  
65 *Irx5*-Tg (Tg/+) embryonic intestines are shown as black and gray, respectively. n=6.  
66 \*\* $P < 0.01$ . (B) Immunohistochemistry of the small intestine using an anti-*Irx5*  
67 antibody. *Irx5* expression was detected in the intestinal epithelial cells of *Irx5*-Tg (Tg/+)   
68 mice, but not in those of wild-type (+/+) mice at E15.5. Scale bars; 50  $\mu$ m.

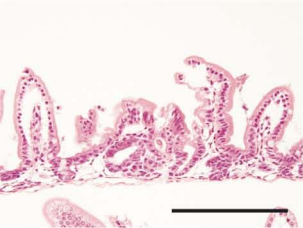

**Simple heterotopic lesion**

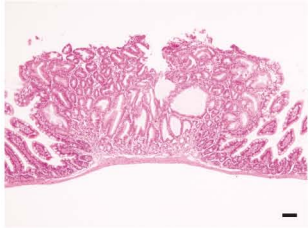

**Hyperplastic epithelium**

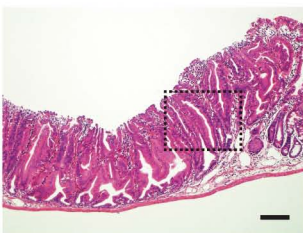

**Adenoma, low grade (mild atypia)**

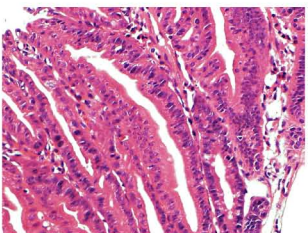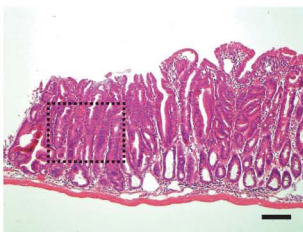

**Adenoma, low grade (moderate atypia)**

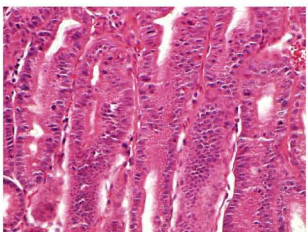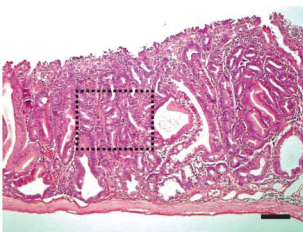

**Adenoma, high grade**

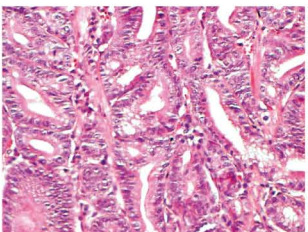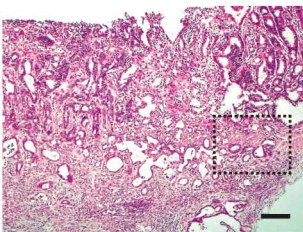

**Adenocarcinoma**

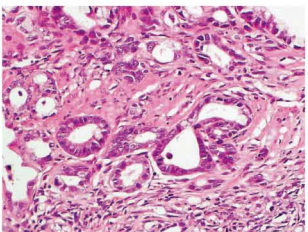

**A**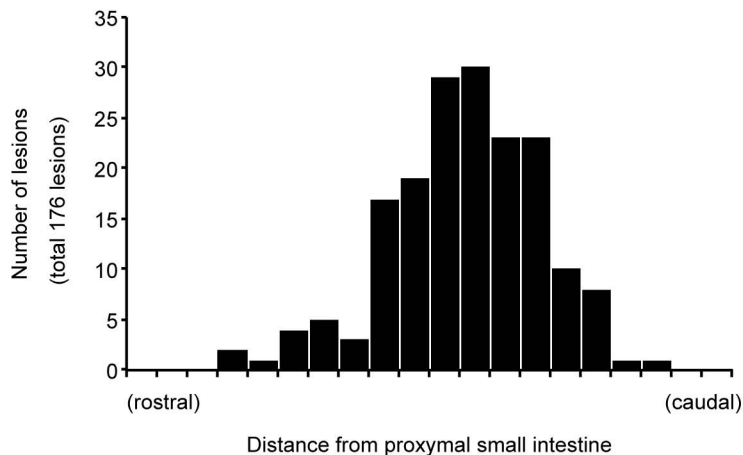**B**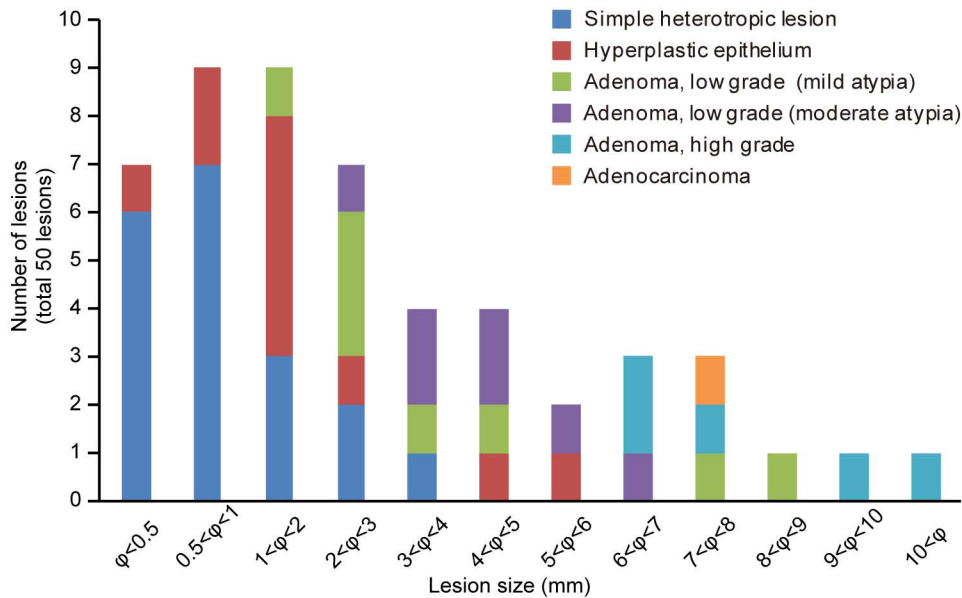**Fig. S2**

p63

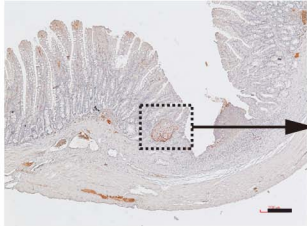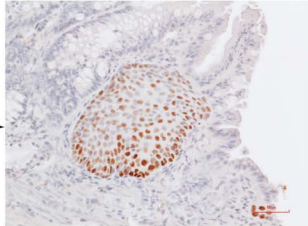

CK 14

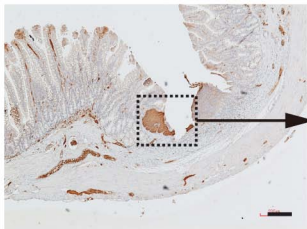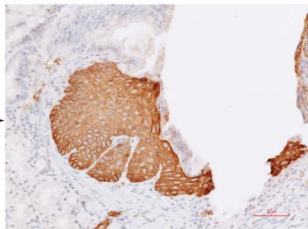

**Fig. S3**

**A**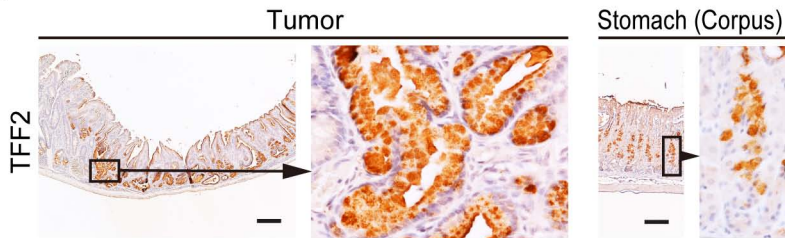**B**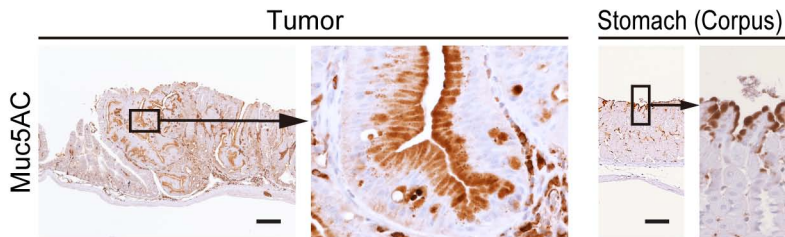**C**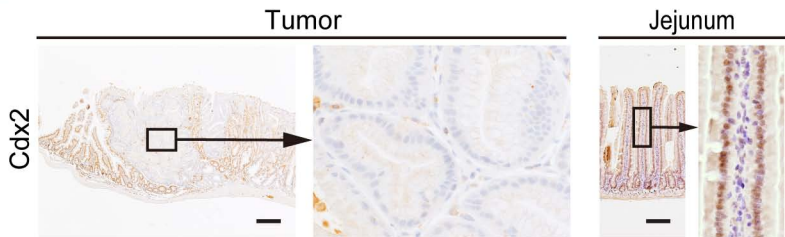**Fig. S4**

**A**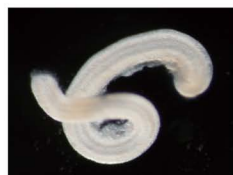

0.1% Collagenase A  
37°C, 1h

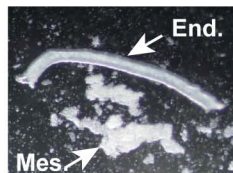**B**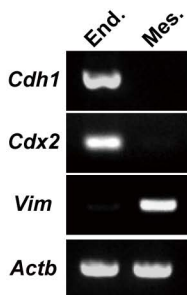**C**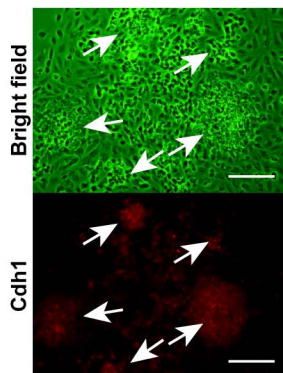**D**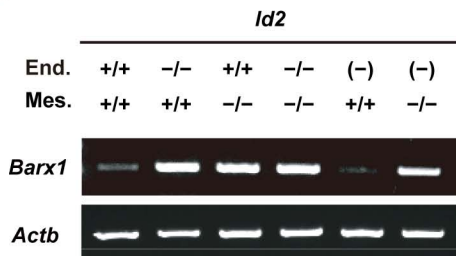**E**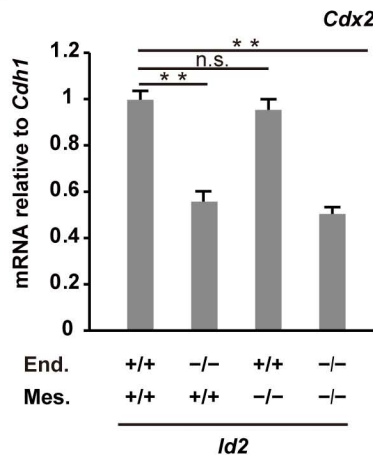

Fig. S5

**A**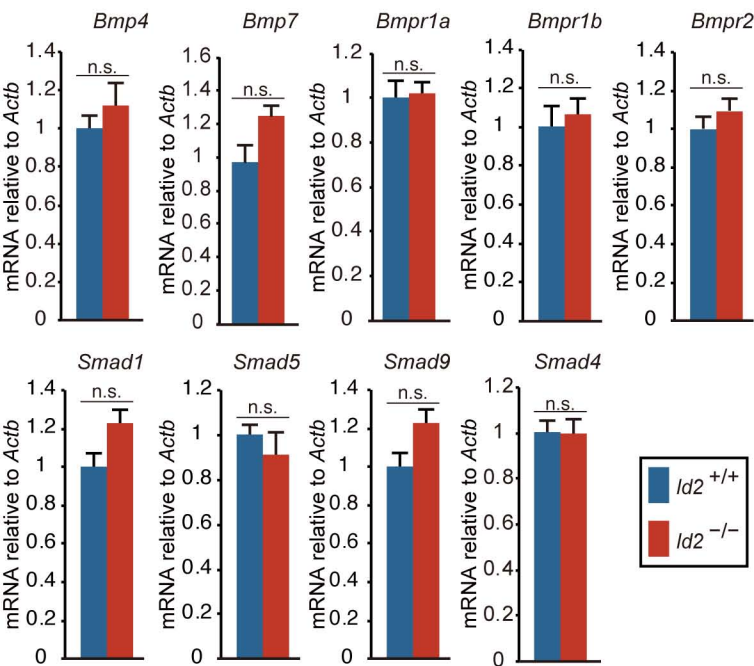**B**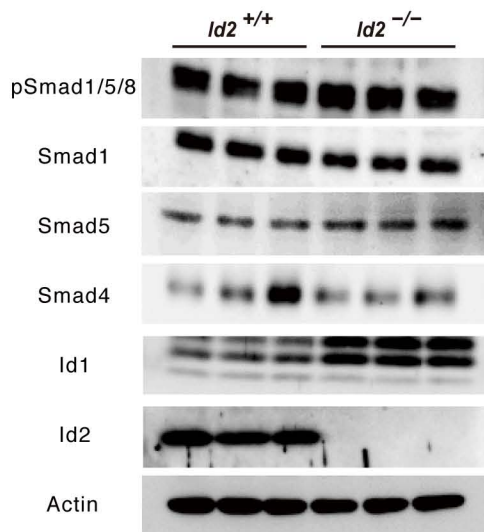**C**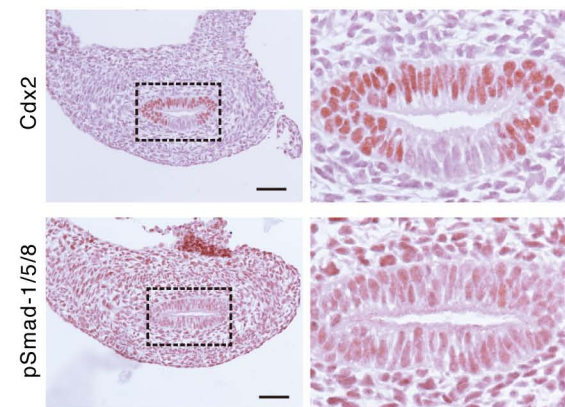**D**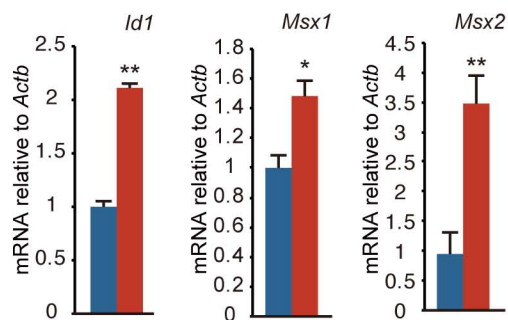**Fig. S6**

**A**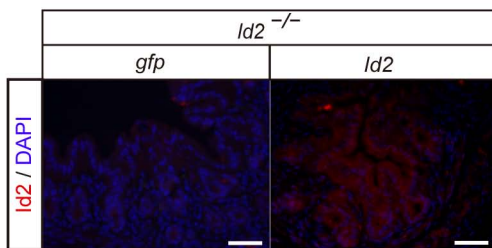**B**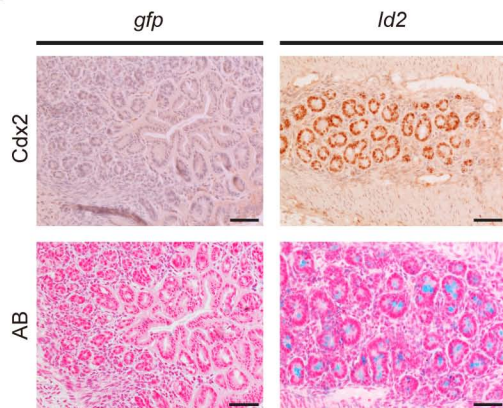**C**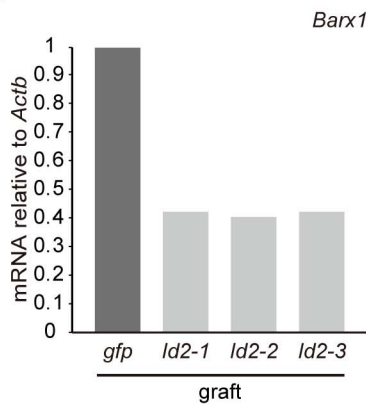**D**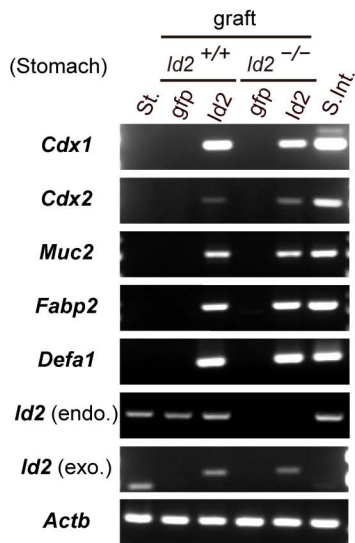**Fig. S7**

**A**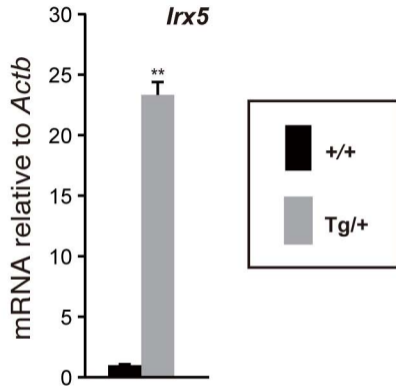**B**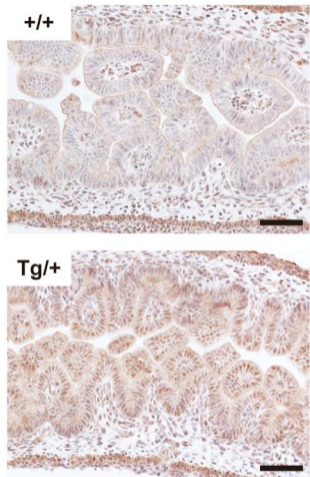**Fig. S8**

**Table S1**

| Genotype                     | <i>Id2<sup>-/-</sup></i> | <i>Id2<sup>+/-</sup></i> | <i>Id2<sup>+/+</sup></i> |
|------------------------------|--------------------------|--------------------------|--------------------------|
| Tumor incidence              | 78/81                    | 0/17                     | 0/16                     |
| Tumors number<br>(mean ± SD) | 4.3 ± 2.9                | 0                        | 0                        |

**Table S2**

| Histopathological classification     | (n=51) |
|--------------------------------------|--------|
| Simple heterotopic lesion            | 19/51  |
| Hyperplastic epithelium              | 11/51  |
| Adenoma, low grade (mild atypia)     | 8/51   |
| Adenoma, low grade (moderate atypia) | 7/51   |
| Adenoma, high grade                  | 5/51   |
| Adenocarcinoma                       | 1/51   |

Table S3

Genes down-regulated in E13.5 *Id2*<sup>-/-</sup> small intestine*(Id2*<sup>+/+</sup> / *Id2*<sup>-/-</sup> > 2.0)

| Gene Symbol          | Gene Name                                                   | Fold change | GO Molecular Function                         |
|----------------------|-------------------------------------------------------------|-------------|-----------------------------------------------|
| <i>Cbln2</i>         | cerebellin 2 precursor protein                              | 5.38        | -                                             |
| <i>Sult1d1</i>       | sulfotransferase family 1D, member 1                        | 5.19        | tyrosine-ester sulfotransferase activity      |
| <i>Spink3</i>        | serine peptidase inhibitor, Kazal type 3                    | 4.91        | endopeptidase inhibitor activity              |
| <i>0610012H03Rik</i> | RIKEN cDNA 0610012H03 gene                                  | 4.88        | -                                             |
| <i>Anxa13</i>        | annexin A13                                                 | 4.66        | calcium ion binding                           |
| <i>Kynu</i>          | kynureninase (L-kynurenine hydrolase)                       | 4.41        | hydrolase activity                            |
| <i>Muc13</i>         | mucin 13, epithelial transmembrane                          | 4.25        | -                                             |
| <i>Ppp1r1b</i>       | protein phosphatase 1, regulatory (inhibitor) subunit 1B    | 3.88        | protein phosphatase type 1 regulator activity |
| <i>Lingo1</i>        | leucine rich repeat and Ig domain containing 1              | 3.74        | -                                             |
| <i>Myl1</i>          | myosin, light polypeptide 1                                 | 3.42        | motor activity                                |
| <i>2510049J12Rik</i> | RIKEN cDNA 2510049J12 gene                                  | 3.38        | -                                             |
| <i>Bspry</i>         | B-box and SPRY domain containing                            | 3.36        | zinc ion binding                              |
| <i>Fabp1</i>         | fatty acid binding protein 1, liver                         | 3.15        | fatty acid binding                            |
| <i>Hapln2</i>        | hyaluronan and proteoglycan link protein 2                  | 3.04        | hyaluronic acid binding                       |
| <i>BC030870</i>      | cDNA sequence BC030870                                      | 2.76        | -                                             |
| <i>2610044O15Rik</i> | RIKEN cDNA 2610044O15 gene                                  | 2.69        | -                                             |
| <i>Ifi203</i>        | interferon activated gene 203                               | 2.51        | -                                             |
| <i>Slc27a2</i>       | solute carrier family 27 (fatty acid transporter), member 2 | 2.50        | long-chain-fatty-acid-CoA ligase activity     |
| <i>Foxq1</i>         | forkhead box Q1                                             | 2.39        | transcription factor activity                 |
| <i>Faim3</i>         | Fas apoptotic inhibitory molecule 3                         | 2.38        | -                                             |

Genes up-regulated in E13.5 *Id2*<sup>-/-</sup> small intestine*(Id2*<sup>+/+</sup> / *Id2*<sup>-/-</sup> < 0.5)

| Gene Symbol          | Gene Name                                           | Fold change | GO Molecular Function                   |
|----------------------|-----------------------------------------------------|-------------|-----------------------------------------|
| <i>Irx5</i>          | Iroquois related homeobox 5 (Drosophila)            | 0.128       | transcription factor activity           |
| <i>Adcy8</i>         | adenylate cyclase 8                                 | 0.155       | metal ion binding                       |
| <i>Cym</i>           | Chymosin                                            | 0.207       | -                                       |
| <i>Foxa2</i>         | forkhead box A2                                     | 0.245       | transcription factor activity           |
| <i>Ccdc96</i>        | coiled-coil domain containing 96                    | 0.252       | -                                       |
| <i>Krt1-15</i>       | keratin complex 1, acidic, gene 15                  | 0.279       | structural constituent of cytoskeleton  |
| <i>Irx3</i>          | Iroquois related homeobox 3 (Drosophila)            | 0.311       | transcription factor activity           |
| <i>Olf432</i>        | olfactory receptor 432                              | 0.317       | receptor activity                       |
| <i>Traf6</i>         | Tnf receptor-associated factor 6                    | 0.323       | signal transducer activity              |
| <i>C030016D13Rik</i> | RIKEN cDNA C030016D13 gene                          | 0.328       | -                                       |
| <i>Oclrl</i>         | oculocerebrorenal syndrome of Lowe                  | 0.382       | phosphoinositide 5-phosphatase activity |
| <i>Wdr86</i>         | WD repeat domain 86                                 | 0.419       | -                                       |
| <i>Cacng7</i>        | calcium channel, voltage-dependent, gamma subunit 7 | 0.431       | calcium ion binding                     |
| <i>Olf1337</i>       | olfactory receptor 1337                             | 0.433       | receptor activity                       |

**Table S4**

| Genotype                         | +/+  | Tg/+          |
|----------------------------------|------|---------------|
| Tumor incidence                  | 0/23 | 11/68         |
| Tumors number<br>(mean $\pm$ SD) | 0    | 1.2 $\pm$ 0.4 |

**Table S5**

| Histopathological classification | (n=13) |
|----------------------------------|--------|
|----------------------------------|--------|

|                           |      |
|---------------------------|------|
| Simple heterotopic lesion | 2/13 |
|---------------------------|------|

|                         |      |
|-------------------------|------|
| Hyperplastic epithelium | 6/13 |
|-------------------------|------|

|                                  |      |
|----------------------------------|------|
| Adenoma, low grade (mild atypia) | 3/13 |
|----------------------------------|------|

|                                      |      |
|--------------------------------------|------|
| Adenoma, low grade (moderate atypia) | 2/13 |
|--------------------------------------|------|

|                     |      |
|---------------------|------|
| Adenoma, high grade | 0/13 |
|---------------------|------|

|                |      |
|----------------|------|
| Adenocarcinoma | 0/13 |
|----------------|------|

**Table S6**

| Antigen                                          | Antiserum                                                         | Souce                        | Clone   | Dilution (IHC) | Dilution (WB) |
|--------------------------------------------------|-------------------------------------------------------------------|------------------------------|---------|----------------|---------------|
| β-Catenin                                        | Mouse monoclonal anti β-Catenin                                   | BD Transduction laboratories | 14      | 1:100          |               |
| H <sup>+</sup> /K <sup>+</sup> -ATPase α subunit | Mouse monoclonal H <sup>+</sup> /K <sup>+</sup> -ATPase α subunit | MBL                          | 1H9     | 1:250          |               |
| Pepsinogen C                                     | Sheep polyclonal anti Pepsinogen II                               | Abcam (ab9013)               |         | 1:500          |               |
| Lysozyme                                         | Rabbit polyclonal anti Lysozyme                                   | DAKO (EC3.2.1.17)            |         | 1:200          |               |
| Cdx2                                             | Mouse monoclonal anti Cdx2                                        | BioGenex                     | CDX2-88 | 1:100          |               |
| Cytokeratin 14                                   | Mouse monoclonal anti Keratin 14                                  | Neomarkers                   | LL002   | 1:300          |               |
| Sox2                                             | Rabbit polyclonal anti Sox2                                       | Millipore (AB5603)           |         | 1:500          |               |
| p63                                              | Mouse monoclonal anti p63                                         | Santacruz (sc-8431)          | A4A     | 1:1000         |               |
| Barx1                                            | Rabbit polyclonal anti Barx1                                      | Bioss (bs-8521R)             |         | 1:50           |               |
| GFP                                              | Rabbit polyclonal anti GFP                                        | MBL (598)                    |         | 1:2000         |               |
| lrx5                                             | Rabbit polyclonal anti lrx5                                       | Santacruz (sc-98397)         |         | 1:100          |               |
| Cdh1                                             | Mouse monoclonal anti Cdh1                                        | TaKaRa (M107)                | ECCD-2  | 1:100          |               |
| Phospho. Smad1/5/8                               | Rabbit polyclonal anti phospho Smad1/5/8 (Ser463/465)             | Millipore (AB3848-I)         |         | 1:100          | 1:500         |
| Smad1                                            | Rabbit polyclonal anti Smad1                                      | Zymed(38-5400)               |         |                | 1:250         |
| Smad5                                            | Rabbit polyclonal anti Smad5                                      | CST (9517)                   |         |                | 1:1000        |
| Smad4                                            | Mouse monoclonal anti Smad4                                       | Santacruz(sc-7966)           | B-8     |                | 1:200         |
| Id1                                              | Rabbit polyclonal anti Id1                                        | Santacruz(sc-488)            | C-20    |                | 1:200         |
| Id2                                              | Rabbit polyclonal anti Id2                                        | Yokota et.al                 |         |                | 1:2000        |
| Actin                                            | Rabbit polyclonal anti Actin                                      | Sigma (A2066)                |         |                | 1:500         |

| Gene Symbol             | Gene description                                    | Genebank accession No. | Forward Primer (5' to 3') | Reverse Primer (5' to 3') | Size (bp) | Detection           |
|-------------------------|-----------------------------------------------------|------------------------|---------------------------|---------------------------|-----------|---------------------|
| <i>Cdx1</i>             | caudal type homeobox 1                              | NM_009880              | GGACGCCCTACGAATGGAT       | CCCAGAAGGCCAGCATTAGT      | 376       | Conventional RT-PCR |
| <i>Cdx2</i>             | caudal type homeobox 2                              | NM_007673              | CTGCTACGGCGAACTTGGAC      | CAGCCGCTGATGGTCTGTGT      | 446       | Conventional RT-PCR |
| <i>Muc2</i>             | mucin 2                                             | NM_023566              | TGGCCCTGAAGAAGAACC        | GGGCACACAGGAATAAACTG      | 451       | Conventional RT-PCR |
| <i>Fabp2</i>            | fatty acid binding protein 2, intestinal            | NM_007980              | GTAGACCGGAACGAGAACTATG    | TAGCTTTGACAAGGCTGGAGAC    | 501       | Conventional RT-PCR |
| <i>Defa1</i>            | defensin, alpha 1                                   | NM_010031              | AGCAGCCAGGAGAAGAGGAC      | GTCATCAGGCACCAGCATC       | 251       | Conventional RT-PCR |
| <i>Muc1</i>             | mucin 1, transmembrane                              | NM_013605              | GGCTCAGCCACCAGTCCA        | TGGGCAGAGGGAGGGAACT       | 719       | Conventional RT-PCR |
| <i>Muc5ac</i>           | mucin 5, subtypes A and C, tracheobronchial/gastric | NM_010844              | GAGGGCCCAGTGAGCATCTCC     | TGGGACAGCAGCAGTATTCAGT    | 361       | Conventional RT-PCR |
| <i>Atp4b</i>            | ATPase, H+/K+ exchanging, beta polypeptide          | NM_009724              | CATGCACGGCCACTTCCAT       | CATGCCAGGGTGACCAGTGTTA    | 253       | Conventional RT-PCR |
| <i>Tff1</i>             | trefoil factor 1                                    | NM_009362              | GCACAAGGTGATCTGTGTCTC     | CCCGGACACTGTCATCAAAAC     | 194       | Conventional RT-PCR |
| <i>Tff2</i>             | trefoil factor 2                                    | NM_009363              | GTGAGCAGTGTCTTTGATCTTGG   | GGCACTTCAAAGATCAGGTTGG    | 202       | Conventional RT-PCR |
| <i>Gif</i>              | gastric intrinsic factor                            | NM_008118              | GAACTGGTCACCTTCAAGC       | AGCAGATCAACCCCTCTCA       | 630       | Conventional RT-PCR |
| <i>Pgc</i>              | pepsinogen C                                        | NM_025973              | TGACCCTGGCCAGAAATACC      | GCCCCATGATCCCGTCAAA       | 409       | Conventional RT-PCR |
| <i>Id2 (endogenous)</i> | Inhibitor of DNA binding 2                          | NM_010496              | AGCATCCCCCAGAACAAGAAG     | AGAACGACACCTGGGCAAGACGAT  | 441       | Conventional RT-PCR |
| <i>Id2(exogenous)</i>   | Inhibitor of DNA binding 2                          |                        | AGCATCCCCCAGAACAAGAAG     | CCTTATTCCAAGCGGCTTCG      | 357       | Conventional RT-PCR |
| <i>Actb</i>             | actin, beta                                         | NM_007393              | CCTAAGGCCAACCGTGAAAAG     | TC TTCATGGTGCTAGGAGCCA    | 646       | Conventional RT-PCR |
| <i>Cdx1</i>             | caudal type homeobox 1                              | NM_009880              | GGACGCCCTACGAATGGAT       | CCCAGAAGGCCAGCATTAGT      | 376       | Conventional RT-PCR |
| <i>Cdx2</i>             | caudal type homeobox 2                              | NM_007673              | CGATACATCACCATCAGGAGG     | TGGCTCTGCGGTTCTGAAA       | 94        | Quantitative RT-PCR |
| <i>Sox2</i>             | SRY (sex determining region Y)-box 2                | NM_011443              | CACAAC TCGGAGATCAGCAA     | CTCCGGAAGCGTGTACTTA       | 190       | Quantitative RT-PCR |
| <i>Hnf1a</i>            | hepatocyte nuclear factor 1, alpha                  | NM_009327              | ACCACTGCATCCCTCCTATCA     | ACCTCAGGCTTG TGGCTGTAT    | 129       | Quantitative RT-PCR |
| <i>Hnf4a</i>            | hepatocyte nuclear factor 4, alpha                  | NM_008261              | GCCACAGT TTTCCACCAAGAG    | AAGGAGGACGTCTGCTTCTGA     | 117       | Quantitative RT-PCR |
| <i>Isx</i>              | intestine specific homeobox                         | NM_027837              | AGAGGACTCCAGGCAGACAA      | AGCTGTCTGTGGTGAAGGT       | 120       | Quantitative RT-PCR |
| <i>Sox21</i>            | SRY (sex determining region Y)-box 21               | NM_177753              | TTGCTTTGCATCTCGGAACC      | AGCCCAACGTATCGTAAAGC      | 75        | Quantitative RT-PCR |
| <i>Barx1</i>            | BarH-like homeobox 1 (Barx1)                        | NM_007526              | CGGAGTCGCACCGTATTAC       | ACGTCTTCACCTGTA ACTGGCTCA | 136       | Quantitative RT-PCR |
| <i>Pitx1</i>            | paired-like homeodomain transcription factor 1      | NM_011097              | TGTGGACCAACCTCACTGAAC     | ACAGGTCCA ACTGTGGTTC      | 96        | Quantitative RT-PCR |
| <i>Isl1</i>             | ISL1 transcription factor, LIM/homeodomain          | NM_021459              | ATGATGGTGGTTTACAGGCTAAC   | TCGATGCTACTTCACTGCCAG     | 174       | Quantitative RT-PCR |
| <i>Six2</i>             | sine oculis-related homeobox 2                      | NM_011380              | CACCTCCACAAGAATGAAAGCG    | CTCCGCCTCGATGTAGTGC       | 165       | Quantitative RT-PCR |
| <i>Sult1d1</i>          | sulfotransferase family 1D, member 1                | NM_016771              | TGTAATGAAGGAGAATCCTAGTGC  | GATTCTTCCAATCGCCTGAA      | 110       | Quantitative RT-PCR |

| Table S7 (continued) |                                          |                        |                           |                           |           |                     |
|----------------------|------------------------------------------|------------------------|---------------------------|---------------------------|-----------|---------------------|
| Gene Symbol          | Gene description                         | Genebank accession No. | Forward Primer (5' to 3') | Reverse Primer (5' to 3') | Size (bp) | Detection           |
| <i>Spink3</i>        | serine peptidase inhibitor, Kazal type 3 | NM_009258              | TTTGGCCCTGCTGAGTTTAG      | AGTAATTCCGTCAGTCCCACAC    | 130       | Quantitative RT-PCR |
| <i>Anxa13</i>        | annexin A13                              | NM_027211              | GTCTTATCCAGCAGGACATC      | TGTTGCTTCGTGTGCATAGG      | 238       | Quantitative RT-PCR |
| <i>Muc13</i>         | mucin 13, epithelial transmembrane       | NM_010739              | TTCAGCTGATCCTCACCATC      | TCATCCTCAATCAGCCTCTG      | 133       | Quantitative RT-PCR |
| <i>Fabp1</i>         | fatty acid binding protein 1, liver      | NM_017399              | CCAATTGCAGAGCCAGGAGA      | CCCCTTGATGTCCTTCCCTTT     | 91        | Quantitative RT-PCR |
| <i>Krt15</i>         | keratin 15                               | NM_008469              | TGTGGAGGAATCAGTGGATG      | TCCCAGCCTCTATGTCCAGT      | 135       | Quantitative RT-PCR |
| <i>Foxa2</i>         | forkhead box A2                          | NM_010446              | CCATCAGCCCCACAAAATG       | CCAAGCTGCCTGGCATG         | 89        | Quantitative RT-PCR |
| <i>Cym</i>           | chymosin                                 | NM_001111143           | AGCAAGTCATTGGAGCTGTG      | ATAAGCGTAGGGTGGCAGTG      | 128       | Quantitative RT-PCR |
| <i>Irx3</i>          | Iroquois related homeobox 3              | NM_008393              | TCGCTGTAGTGCCTTGGAAGTG    | ATAAGACCAGAGCAGCGTCCAGA   | 101       | Quantitative RT-PCR |
| <i>Irx5</i>          | Iroquois related homeobox 5              | NM_018826              | GATCTGGAGAAGAACGACGAGGAC  | CCTTCGGAGGACGACTCCTTAAA   | 194       | Quantitative RT-PCR |
| <i>Adcy8</i>         | adenylate cyclase 8                      | NM_009623              | GCCCTGGCTGACTTCTCTCT      | CACCTGCCACCACTGAGCCAT     | 115       | Quantitative RT-PCR |
| <i>Muc1</i>          | mucin 1, transmembrane                   | NM_013605              | TACCCTACCTACCACACTCA      | TGCTACTGCCATTACCTG        | 94        | Quantitative RT-PCR |
| <i>Tff2</i>          | trefoil factor 2                         | NM_009363              | ACCCGGGCATCAGTCCCGA       | GCAGCTCCCAGGGAACGGGT      | 152       | Quantitative RT-PCR |
| <i>Actb</i>          | actin, beta                              | NM_007393              | TGACAGGATGCAGAAGGAGA      | GCTGGAAGGTGGACAGTGAG      | 131       | Quantitative RT-PCR |

How the deposited data were processed for this re-analysis (not part of the article)

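Gene expression was measured in the distal midgut at E13.5 of 3 *Id2*+/+ and 3 *Id2*-/- samples on Applied Biosystems mouse genome survey arrays, with 1 array per sample, after amplification and labeling of the RNA as the methods describe. The deposited files give, per probe, an intensity from the scanner software, a signal-to-noise score from the same software, a quality flag and a median-normalized value made by the authors. Whether a background was subtracted from the intensity is not given in the sources used here. The authors' constant of each array equals the median intensity of its unflagged spots, and the deposited table of the whole series holds the same values as the array files (largest difference 0). The paper's methods leave out spots with a flag under 5000 and with a signal-to-noise score under 3; here, in the opposite direction, a flag of 5000 or more was taken to mark a bad spot, which leaves 32189 probes unflagged on all 6 arrays.

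From there, log2 of the authors' median-normalized value was tested with limma 3.58.1 in R 4.3.3, with eBayes and Benjamini-Hochberg adjustment at 0.05, over the 12741 probes with a score of at least 3 on all 3 arrays of at least one genotype; 11195 of them reached it on all 6 arrays. A gene with several probes is represented by its tested probe with the highest mean, and *Myl1* and *Traf6* have another tested probe with a larger difference in the same direction. A probe below background on all arrays of a genotype is given as at least N-fold. This sets the mean of the brighter genotype against a mean over the arrays of the other, on the log2 scale. On each of those arrays the higher of the lowest signal above background and the probe's own signal was taken. Where its own signal was the higher, it counts as measured, so the value is not a strict lower limit. For *Foxa2*, *Kynu*, *Slc27a2* and *Bspry* it equals the plain ratio. A probe below background on only some arrays of a genotype keeps its difference, which then rests partly on such signals. Gene names come from the platform annotation, brought up to date through a RefSeq gene table. Gene lists were fixed before the data were examined, and 21 lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted over lists. Of the 12 lists that the preset correlation called, 4 hold with an estimated correlation, namely both lists of Table S3, stomach epithelium and liver; fry called these and pancreas. The lists of Table S3 were chosen by the study on these samples, whose values in that table had been seen. The named genes are those the paper names, the 10 probes with the largest differences in each direction at an unadjusted p under 0.01 and at least 2-fold, since 0 passed the adjusted test, and the 3 members of each list with the smallest p.

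Whether the array numbers pair the arrays was decided from the values, in the same step in which fits with and without the block were first compared; the fit without the block was set before and stays the first. The deviations of same-numbered arrays from their genotype means correlated at 0.838, 0.644 and 0.579, so the numbers were taken to pair the arrays, which the labels do not state beyond calling the embryos littermates. The mean of the 3 same-numbered ratios was 5.38 for *Cbln2* and 0.128 for *Irx5*, as in Table S3, so the study's ratios appear to go by array number. What same-numbered samples share is not stated. The *Id2*+/+ array numbered 2 and the *Id2*-/- array numbered 3 correlated at 0.638, so the pairing is mostly a split of number 1 from the others. With the replicate block the prior degrees of freedom of limma were infinite, so every probe shares a single variance.

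The fits were tested on simulated data with 12741 probes, 50 of them changed at each size. Without the block 0, 24, 38 and 47 of 50 were recovered at log2 changes of 1, 2, 3 and 4 with 0 false calls, and with the replicate block 39 of 50 at a change of 1 and all 50 at larger ones, with 13 false calls. These counts hold for the simulated data only. On the arrays the 278 calls of the replicate block fell to 0 once quantile normalization was added. A simulated list was called and 0 of 20 others were. The alternatives set before the data were examined were quantile normalization, other filters on dim probes, an offset of 50% of the median, the deposited series table, the replicate block, a trended robust prior, leaving out each array, the methods' t-test, other definitions of a 2-fold change, and other list tests. Slide or scan as a block was not run, because no slide or scan information was used here. Figures were drawn with matplotlib 3.10.9. Too few members were measured to test the lists of squamous epithelium (2), lymphoid cells (2), Wnt targets (4), the hedgehog pathway (2), the Iroquois family (2), Hox paralog groups 6 to 8 (4) and 9 to 13 (1), interferon-activated genes (1) and sex-linked genes (1). The house-keeping list, kept as a check of the scaling, had a median difference of -0.04. In the pairs numbered 1, 2 and 3 its median was 0.37, -0.15 and -0.35. The median over all tested probes was 0.35, -0.04 and -0.19 in these pairs, so pair values carry a shift of the whole array.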

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

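The tests of cell type mixture, scaling and epithelial share were chosen only after the result was seen, and the tests of other splits of the arrays were set before their results. The genes below were chosen by a rule written after the values were seen: outside the paper's genes, named, at least 2-fold, at an unadjusted p under 0.01, and with every *Id2*-/- array above or below every *Id2*+/+ array.

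Log2 differences of genes outside those the paper discusses were 2.43 for *Pla2g7*, which encodes a lipoprotein-associated phospholipase, 1.62 for *Clps*, 1.25 for *Ppp1r12c* and 1.08 for *Tnmd*, with *Krtap21-1* (1.56) at least 2.94-fold, all with higher signals than in each *Id2*+/+ sample, and -1.10 for *Clvs2*, -1.45 for *Xlr4b* and -1.62 for *Slfn4*, with *Gpr65* (-1.59) at least 3.01-fold and *Nrn1* (-1.86), which encodes neuritin, at least 3.64-fold, all lower. Each failed the adjusted test of limma without the block (smallest adjusted p 0.842, for *Krtap21-1*) and passed it with the replicate block (largest adjusted p 0.00642, for *Tnmd*). *Pla2g7* differed by 4.51, 1.79 and 0.99 in the pairs, so its mean rests mostly on the pair numbered 1. Without the *Id2*+/+ array numbered 1 it was at 1.62, and *Nrn1* at -2.46. Over all tested probes, 512 (4.02%) had no overlap between the genotypes, where chance gives 10% for unrelated arrays. As same-numbered arrays deviated together, this share does not show fewer differences than chance.

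The arrays numbered 1 of both genotypes stood apart, with 70.5% of the variance on the first principal component. The share was 73.1% after quantile normalization, which argues against the authors' scaling to a single median per array as the cause. A different mix of cell types would move the genes of a cell type together. Over 7 cell type lists the median ratio of the spread of the shift within a list to that over all genes was 0.833, from 0.716 to 1.14 over the lists. Within a list the SD of the shift was 0.65 to 1.03, against 0.14 to 0.38 between the arrays numbered 2 and 3. The spread within lists is more than genes moving together would give. The list medians of the shift also differed, from -0.65 for visceral mesenchyme and smooth muscle to 0.30 for the enteric nervous system, as a change of mix could give. The test therefore does not decide, and a different mix stays open. Of the enteric nervous system genes, *Ret* was higher by 2.50 and *Elavl4* lower at -1.16 on the number 1 arrays. What set these arrays apart stays open: a difference in labeling or hybridization may have done so, and the labels name no batch. Beyond the mix of cell types no biological explanation was tested.

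Midgut endoderm genes were lower in *Id2*-/- samples, and a smaller share of epithelium could lower them. For the 5 midgut endoderm-enriched genes of Fig. 6B, the median lay below that of the pan-epithelial genes in all 3 pairs, with -1.36 as the smallest gap. All 5 are also in Table S3, which the study chose by differences on these arrays, so the gap is not independent evidence and does not decide. For the 14 other measured genes of the intestinal epithelium the median over pairs of the gap was 0.023, within the spread, so that for them a change in intestinal genes cannot be told apart from a change in the amount of epithelium. A difference of genotype stays open for both sets.

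The splits of the 6 arrays into 3 and 3 number 10 with the real one, too few for a share under 0.05. The count of probes passing limma was 0 for the real split and at most 10 for another; a count of 0 is reached by all 10 splits by construction, so this comparison tells nothing. At least 2-fold were 198 probes, against at most 1604 for another split, and 5 of the 10 splits reached the real value; the splits that put both number 1 arrays on the same side gave 1277 to 1604, which points to the structure of the arrays. The list count was 12, against at most 11, so 1 split reached it. The 12 include both lists of Table S3, which the study chose on the real split, so this comparison does not decide. Among the 4 splits that part all 3 pairs, the replicate block gave 278 probes for the real split and at most 127 for another, and 41 probes were at least 2-fold in each pair against at most 20; in both, 1 of the 4 splits reached the real value, and the splits are again too few.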

How the results depend on the processing

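Chosen after the result was seen were the array group block, both blocks with quantile normalization, the replicate block with a trended robust prior, the arrays numbered 2 and 3 only, scaling to the median of the tested probes (0 probes, 204 at 2-fold and 12 lists), the mean of the same-numbered ratios (232 at 2-fold, 53 higher and 179 lower) and lists without the genes of Table S3 (10 of 18). Without the block limma called 0 probes under every alternative to the normalization, filter, offset, deposited table and prior and with each array left out; the unadjusted counts at p under 0.05 were 83 to 909. The methods' t-test gave 242 probes at its unadjusted threshold and 0 after Benjamini-Hochberg. The replicate block gave 278; of the later alternatives, the array group block (arrays numbered 1 against the others) gave 70, the replicate block with a trended robust prior 85, the array group block with quantile normalization 1, and the replicate block with quantile normalization and the arrays numbered 2 and 3 only 0 each. The 2-fold count of 198 was 45 with a signal-to-noise of at least 3 on all 6 arrays, 1134 on at least 1 array, 1415 with no filter, 81 with the offset, 66 with the methods' t-test added, 41 in each pair, 11 in each pair above background throughout, 637 on the arrays numbered 2 and 3, and 360 to 801 with an array left out (801 without the *Id2*+/+ and 477 without the *Id2*-/- array numbered 1). The count of lists called was 12 of 21, 4 with an estimated correlation, 5 by fry (4 of the 12, and pancreas) and 6 to 12 with an array left out (6 without the *Id2*-/- array numbered 1; 12 without the *Id2*-/- array numbered 3, 10 of them among the first 12). *Irx5* (3.09) and *Irx3* (1.73) passed under the replicate block (3.09 and 1.73), the array group block (adjusted p = 0.000813 and 0.0128) and the block with the trended prior, and under no other alternative; leaving out an array moved them from 2.43 to 3.67 and from 1.47 to 2.01, and the offset to 1.94 and 1.38. Of 85 other named genes and probes 37 passed with the replicate block and 30 with the array group block. With the trended robust prior and the replicate block 23 passed. With quantile normalization and the replicate block together 0 passed, so none of the 37 calls held there. *Lingo1*, *Pla2g7*, *Tnnt3*, *Pnliprp2*, *Bmp2*, *Mogat2* and the pan-epithelial gene *Tjp3* passed with the replicate block and not with the array group block. Among the lists the block ended 3 calls of camera at the preset correlation, and other calls with an estimated correlation or by fry, each given with its list. Among single genes the sign changed only where arrays were left out, in genes with differences under 0.90, the smallest that the block called. Leaving out an array gave -0.27 to 0.097 for *Barx1*, -0.20 to 0.40 for *Pitx1*, -0.14 to 0.88 for *Sfrp1*, -0.33 to 0.12 for *Sfrp2*, -0.14 to 0.21 for *Neurog3*, -0.42 to 0.64 for *Actb*, -1.16 to 0.13 for *Cdh1*, -0.37 to 0.062 for *2610044O15Rik8*, -0.0019 to 0.45 for *Traf6* (brighter probe), -0.064 to 0.36 for *Hoxa5*, -0.053 to 0.57 for *Smtn*, -0.38 to 0.0073 for *C1qa*, -0.72 to 0.052 for *Ctss*, -0.23 to 0.049 for *C1qc*, -0.92 to 0.045 for *Sct*, -0.11 to 0.81 for *Nog*, -0.16 to 1.20 for *Notum*, -0.18 to 0.29 for *Dkk3*, -0.017 to 0.35 for *Rrm2*, -0.023 to 0.33 for *Ccna2*. On the arrays numbered 2 and 3 the differences were -0.18 for *Pitx1*, -0.11 for *Neurog3*, -0.039 for *Smtn*, -0.015 for *Nog*, -0.40 for *Dkk3*, -0.071 for *Rrm2*, -0.017 for *Ccna2*. With 1 array left out its same-numbered partner stays, so differences between array numbers enter those values. Whether that alone changed the signs was not tested. For genes with a dim genotype the differences rest on signals below background, and values given as at least N-fold are not strict limits.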

Differences from the paper's values

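The mean of the same-numbered ratios was chosen after the result was seen.

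Of the 25 genes of Table S3 with a tested probe, 3 gave a value counted as different from the paper's ratio of *Id2*+/+ to *Id2*-/-. For *Myl1* the paper's value is 3.42 and the array value here is 1.61, from the brighter of its probes; its other probe gave 3.42 as the mean of the 3 same-numbered ratios, a definition chosen after seeing the values. For *Traf6* the paper's value is 0.323 and the value here is 0.825; its other probe gave 0.323 by the same definition. For *2610044O15Rik* the paper's value is 2.69 and the value here is 1.07, from a probe named *2610044O15Rik8*, and whether that probe measures the paper's gene is not certain. The same definition gave a value equal to the paper's to rounding for the other 22 genes with a tested probe, and left 3 of the paper's 25 under 2-fold by the probe used here. All alternatives set before the data were examined left these 3 different. The other 22 genes were not counted as different, though their ratios of the genotype means were not all equal to the paper's. Such smaller gaps were 5.18 against the paper's 5.38 for *Cbln2* and 4.37 against 4.66 for *Anxa13*. For *Olfr432* the value was a bound of 0.421 against 0.317. *Krt15* is not among the 25: the paper's ratio is 0.279, and the probe named *Krt15*, which was not tested, was 1.19-fold higher in *Id2*-/- samples. Whether that probe is the one behind the paper's value is not certain, as 18354 probes have no name here. The unnamed probes 882710 and 735662 were 3.81-fold and 4.84-fold higher. These sizes lie near the paper's ratios of 0.279 for *Krt15* and 0.207 for *Cym*, but which genes the 2 probes measure was not tested.

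The paper's qRT-PCR, on 6 samples per genotype with error bars of the SEM, is another assay than the array. Its tissue was midgut, intestine or small intestine at E13.5, and the arrays used only the distal part. Of its values compared here, 6 of 12 from figures and 1 of 2 from the text differed. Those of *Spink1*, *Anxa13*, *Muc13*, *Fabp1* and *Adcy8* were not counted as different, nor was that of *Irx5*, where the array value was treated as a lower bound. That of *Cdx2* was not counted either, at 0.758 on the arrays against about 0.29 in Fig. 3B, read by eye. Its log2 signals had an SD of 0.81 on the *Id2*+/+ and 0.095 on the *Id2*-/- arrays. This does not show a match: *Cdx2* was counted as different without the *Id2*+/+ array numbered 2 (0.852) or 3 (0.929). So was *Spink1* without the *Id2*+/+ array numbered 1. So were *Anxa13* without *Id2*+/+ array 3 or *Id2*-/- array 1, and *Muc13* without *Id2*+/+ array 1 or *Id2*-/- array 3. The paper's value for *Irx3* is 8.7-fold higher in *Id2*-/- intestine, and the array value here is 3.32-fold, from a probe that was above background on only 1 *Id2*+/+ array, so that its *Id2*+/+ level lies near background. As ratios of *Id2*-/- to *Id2*+/+, the paper's values are about 3.5 for *Sox2* in Fig. 3B, about 3.8 for *Barx1* in Fig. 3G, about 3.5 for *Pitx1* and about 6.2 for *Isl1* in Fig. 3I, all read by eye, and the array values here are 1.49, 0.943, 1.12 and 1.08. For these 4 genes no alternative set before the data were examined removed the difference. For *Irx3* only leaving out the *Id2*+/+ array numbered 1 did, where the value of 3.43-fold was treated as a lower bound. The paper's values are about 0.32 for *Sult1d1* and about 2.6 for *Foxa2* in Fig. 6B, read by eye, and the array values here are 0.202 and 4.26. The value of *Foxa2* rests on *Id2*+/+ signals below background and is not a strict lower limit, so its difference from the paper does not decide. The offset removed the difference for both genes, at 0.244 and 2.84. So did leaving out the *Id2*+/+ array numbered 2 or 3 or the *Id2*-/- array numbered 1 for *Sult1d1*, and the *Id2*+/+ array numbered 3 for *Foxa2*, and the other alternatives did not. The paper shows *Barx1* higher in *Id2*-/- samples, where the array value was lower in 1 of 3 pairs and did not pass a test.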

Other observations

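The tests of these lists were set before their results, and the lists without genes of Table S3 were chosen after the result was seen.

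The 5 measured erythroid genes lay higher by camera (adjusted p = 0.00323), but not with an estimated correlation (adjusted p = 0.173), and limma called 0 of them with or without the block. Of these the embryonic globin genes *Hba-x*, *Hbb-y* and *Hbb-bh1* differed by 0.88, 0.72 and 0.72, and *Hba-a1* by 0.02. The 10 measured endothelial genes did so too (adjusted p = 0.000867, and 0.285 with an estimated correlation), with medians of 1.18, 0.22 and -0.13 in the pairs and *Pecam1* at 0.70, or 0.097 without the *Id2*-/- array numbered 1. The median over all tested probes was 0.35, -0.04 and -0.19 in these pairs, so the endothelial median lay above it in each. Of Hox paralog groups 1 to 5, 10 genes were measured and 6 were higher in all 3 pairs, with *Hoxa3* at 0.72 (camera adjusted p = 0.024, and 0.173 with an estimated correlation). The 9 measured Id, E protein and gut bHLH genes had a camera adjusted p of 0.0391, and of 0.206 with an estimated correlation, with *Hes5*, a Notch target, at 0.60 and *Id1*, a relative of *Id2*, at 0.53 and positive in all pairs. Of the 12 measured genes of lipid absorption and transport 3 were lower with the replicate block and 0 higher, among them *Mogat2*, which encodes an acyltransferase of fat absorption, at -1.30, and at -1.94 without the *Id2*+/+ array numbered 1 (camera adjusted p = 1.48e-10, and 0.0807 with an estimated correlation). The lipid list had medians of 0.14, -0.78 and -0.87 in the pairs, and the pan-epithelial genes 0.43, -0.52 and -0.85. *Mogat2* differed by 0.13, -1.80 and -2.22 in the pairs, and did not pass limma with the array group block (adjusted p = 0.220). Whether a change in the amount of epithelium lowered the lipid list was not tested. Of the 12, *Slc27a2* and *Fabp1* are in Table S3, and without them the 10 others had a median of -0.46 (camera adjusted p = 5.37e-05, and 0.207 with an estimated correlation). The 15 measured cell cycle genes had medians of 0.64, 0.04 and -0.20 in the pairs (camera adjusted p = 0.0423, and 0.495 with an estimated correlation). In each of these lists limma without the block called 0 genes, and 0 when adjusted over the list alone except in lipid absorption and transport, where 2 passed. With the replicate block the lists of Hox groups 1 to 5 (adjusted p = 0.158), Id, E protein and bHLH genes (adjusted p = 0.126) and the cell cycle (adjusted p = 0.158) were no longer called by camera.

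No shift was called for other cell types and pathways. The camera adjusted p was 0.938 for 15 genes of visceral mesenchyme and smooth muscle, 0.596 for 11 of the enteric nervous system, 0.157 for 7 of skeletal and cardiac muscle, 0.157 for 7 macrophage and myeloid genes, 0.626 for 7 enteroendocrine genes, 0.157 for 11 of the BMP pathway and 0.626 for 5 Wnt antagonists. The median and the mean were 0.04 and 0.032 for visceral mesenchyme and smooth muscle, both positive, although the test pointed down. They differed in sign for the enteric nervous system, at 0.05 and -0.0029, and for enteroendocrine genes, at 0.07 and -0.037. Without *Myl1*, which is in Table S3, the median of skeletal and cardiac muscle turned from -0.09 to 0.13. Limma called 0 genes of these lists without the block, and 0 when adjusted over each list alone. With the replicate block 1 muscle gene, *Tnnt3*, which encodes a troponin, was lower, at -1.20. *Tnnt3* did not pass limma with the array group block (adjusted p = 0.414). *Bmp2*, a BMP ligand, was higher with the replicate block, at least 2.13-fold, but did not pass limma with the array group block (adjusted p = 0.358). It was above background on no *Id2*+/+ array and on all 3 *Id2*-/- arrays. Its log2 difference was 0.46 without the *Id2*+/+ array numbered 1, and the call rests on *Id2*+/+ signals below background.

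The arrays gave these values for further genes that the paper names, several of them from another stage or tissue: *Sfrp1* and *Sfrp2* from E16.5, *Fabp2* and *Cdx1* from stomach grafts, *Cdh1* from cultured cells, and *Muc1*, *Tff2*, *Atp4b* and the gene for intrinsic factor from tumors. *Sfrp1* differed by 0.47, *Sfrp2* by -0.09, *Neurog3* by 0.07, *Fabp2* by -0.69 and *Cdh1* by -0.33, and none passed limma with or without the block. Without the *Id2*+/+ array numbered 1 *Fabp2* was at -1.35 and *Cdh1* at -1.16, and without the *Id2*-/- array numbered 1 *Sfrp1* was at -0.14. *Msx1* was above background on 0 *Id2*+/+ and 2 *Id2*-/- arrays and was not tested, and *Cdx1*, *Six2*, *Msx2*, *Atp4b* and *Cblif*, which encodes intrinsic factor, were above background on no array. *Tff2* was above background on 2 *Id2*+/+ arrays and 1 *Id2*-/- array and *Muc1* on 1 *Id2*+/+ array.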
